# Spatially resolved RNA-sequencing of the embryonic heart identifies a role for Wnt/β-catenin signaling in autonomic control of heart rate

**DOI:** 10.7554/eLife.31515

**Published:** 2018-02-05

**Authors:** Silja Barbara Burkhard, Jeroen Bakkers

**Keywords:** heart, pacemaker, Islet-1, RNA-seq, wnt, zebrafish, Zebrafish

## Abstract

Development of specialized cells and structures in the heart is regulated by spatially -restricted molecular pathways. Disruptions in these pathways can cause severe congenital cardiac malformations or functional defects. To better understand these pathways and how they regulate cardiac development we used tomo-seq, combining high-throughput RNA-sequencing with tissue-sectioning, to establish a genome-wide expression dataset with high spatial resolution for the developing zebrafish heart. Analysis of the dataset revealed over 1100 genes differentially expressed in sub-compartments. Pacemaker cells in the sinoatrial region induce heart contractions, but little is known about the mechanisms underlying their development. Using our transcriptome map, we identified spatially restricted Wnt/β-catenin signaling activity in pacemaker cells, which was controlled by Islet-1 activity. Moreover, Wnt/β-catenin signaling controls heart rate by regulating pacemaker cellular response to parasympathetic stimuli. Thus, this high-resolution transcriptome map incorporating all cell types in the embryonic heart can expose spatially restricted molecular pathways critical for specific cardiac functions.

## Introduction

The vertebrate heart exerts regular contractions to circulate nutrients and oxygen. Cardiomyocyte contraction is caused by an action potential generated by cardiac pacemaker cells: spontaneous, rhythmic membrane depolarization of the pacemaker cells enables them to trigger the neighboring working myocardium to contract. Heart disease, congenital malformations, aging, or somatic gene defects may cause pacemaker tissue dysfunction, resulting in severely disabling and potentially lethal bradycardia (inappropriately low heart rates) (Dobrzynski et al., 2007; Wolf and Berul, 2006). These conditions can be treated by implantation of an electronic pacemaker. However, this is not ideal as electronic pacemakers can cause cardiac complications such as infections, recurring need for surgery to replace malfunctioning parts and the lack of autonomic responsiveness. Furthermore, they are not ideal for pediatric patients due to the continuous need to adapt the implanted device to the growing heart. Biological pacemakers, generated in- or ex vivo are thus being explored as alternatives (Rosen et al., 2011; Protze et al., 2017). This, however, requires exquisite knowledge of the regulatory network driving pacemaker cell differentiation and function.

Although pacemaker cells are situated within, and coupled to, the surrounding cardiomyocytes, they retain a primitive myocardial identity (Bakker et al., 2010). This is established during cardiac development, when a myocardial progenitor cell population (Shox2^+^/Tbx18^+^/Isl1^+^/Nkx2.5^-^) becomes spatially restricted to the region connecting the sinus venosus to the atria (sinoatrial region). These progenitor cells differentiate into Isl1^+^/Hcn4^+^ pacemaker cells, strictly separated from the Nkx2.5^+^ working cardiomyocytes (Ye et al., 2015; Mommersteeg et al., 2007; Wiese et al., 2009). The pacemaker cells are prevented from differentiating into working myocardium by Shox2, which inhibits Nkx2.5 expression (Espinoza-Lewis et al., 2011; Ye et al., 2015; Sun et al., 2015). Isl1 plays a conserved role in pacemaker cells since zebrafish and mouse embryos lacking Isl1 have severe bradycardia progressing to complete loss of pacemaker function (de Pater et al., 2009; Liang et al., 2015; Tessadori et al., 2012). The etiology of the pacemaker phenotype is unclear and mechanisms acting downstream of Isl1 to control heart rate remain to be determined.

The cardiac pacemaker generates rhythmic action potentials through the combined and oscillating activity of ion channels on the surface membrane and calcium channels on the sarcoplasmic reticulum (Lakatta et al., 2010). Heart rate can vary greatly in response to physiological demand, which is regulated by the autonomic nervous system (Gordan et al., 2015). In the adult zebrafish heart, the receptors enabling autonomic regulation are expressed in the Isl1^+^ pacemaker cells (Stoyek et al., 2016). Developing biological pacemakers that can be controlled by the autonomous nervous system will be a significant improvement from electronic pacemakers used today. Therefore, it is important to understand how autonomous control is established in pacemaker cells, of which there is very little knowledge.

Identifying novel molecular pathways that regulate the development and specialized functions of individual organs or tissues in vivo would be greatly facilitated by genome-wide transcriptome datasets with detailed spatial resolution during development. Several techniques have recently been developed that can resolve the expression of many genes without disruption of tissue organization. Fluorescent in situ sequencing (FISSEQ) is an in-situ sequencing technique based on sequencing on a solid substrate using fluorescent-tagged random hexamers. When combined with confocal imaging, FISSEQ can be applied to tissue sections or whole embryos (Lee et al., 2014). *Tomo*-seq combines standard RNA-sequencing using barcoded primers with histological tissue dissection and has been used to establish genome-wide transcriptome datasets with high spatial resolution of the whole zebrafish embryo and the injured adult zebrafish heart (Junker et al., 2014; Kruse et al., 2016; Wu et al., 2016). The advantages of the FISSEQ and *tomo*-seq techniques compared to other mRNA-seq related techniques are that: (1) there is no need for prior anatomical annotation of the tissue, (2) it does not rely on tissue dissociation and cell sorting that can influence gene expression, (3) spatial information of the transcripts within the tissue is maintained.

Here, we used one of these techniques, *tomo*-seq, to obtain the first genome-wide transcriptome map with high spatial resolution of the developing zebrafish heart. Using *tomo*-seq data, we identified sub-compartment specific gene expression signatures for the ventricle, atrium, AV canal, and the sinoatrial region, where pacemaker cells reside. We found that several members of the Wnt/β-catenin signaling pathway were differentially expressed in the sinoatrial region, resulting in active Wnt/β-catenin signaling in developing pacemaker cells. Functional analysis demonstrated that Wnt/β-catenin signaling acts downstream of Isl1 to establish parasympathetic control of heart rate. Together these results reveal a genetic pathway regulating autonomic control of pacemaker activity.

## Results

### A genome-wide transcriptome dataset with high spatial resolution of the developing zebrafish heart

At 2 days post-fertilization (2 dpf), the zebrafish heart has developed into a looped structure with a recognizable atrium and ventricle that is able to sustain blood circulation in the larvae. At this stage, functional Isl^+^ pacemaker cells are located in the sinoatrial region (Arrenberg et al., 2010; Tessadori et al., 2012). To obtain a transcriptome map of the developing heart at that stage with spatial resolution, we applied the *tomo*-seq method on dissected hearts from 2-day-old zebrafish embryos (Figure 1A). 

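Heart muscle genes were read in the ventricle of each of the 3 hearts. Genes of the sarcomere and of calcium handling gave 371, 344 and 477 of every 10000 gene reads in the ventricle of hearts 1, 2 and 3, and skin genes gave 27.8, 102 and 85.1 of 10000 at the inflow end. Endothelial and endocardial genes, which mark the inner lining, gave 11.7, 13.4 and 17.8 of 10000 in the ventricle. Regions were compared on counts summed over the sections of a region in each heart, with the heart as the replicate (n = 3). Limits given with a level are 95% Wilson limits and cover counting error only. The use of molecular identifiers is not stated, and a read may be a PCR copy. Detected genes had a median of 15 reads in section 4 of heart 1 and 9 in its shallow section 34. Only 4.9% and 6.6% of them had 1 read. This argues for several reads per molecule, so limits that take reads as independent are likely too narrow.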

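The ventricular myosin gene vmhc and the atrial myosin gene myh6 lie apart in each of the 3 hearts. Their weighted median sections are 16 and 30 in heart 1, 83 and 65 in heart 2, and 31 and 21 in heart 3, the last 2 having been cut from the inflow end. Heart 1 gave 22770 reads of vmhc and 2960 of myh6, heart 2 gave 3413 and 1945, and heart 3 gave 20310 and 884. A straight line through these medians placed hearts 2 and 3 on the section scale of heart 1, with 1 section of heart 2 covering 0.78 and 1 of heart 3 covering 1.4 of its sections. Both genes set the regions of hearts 2 and 3, so their difference between regions there is no finding.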

We generated independent datasets from three wild-type hearts. 

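The 3 hearts were sequenced to different depths, and myl7 was read in the ventricle of each. There myl7, which encodes a myosin light chain of heart muscle, stood at 44.6 reads per 10000 in heart 1, 47.5 in heart 2 and 76.2 in heart 3. Hearts 1 and 2 gave 5889097 and 5243516 reads of genes, and heart 3 gave 2590278. Spike-in RNA took a further 72341, 667569 and 20824 reads. Genes with at least 1 read numbered 13137, 13545 and 9384, of which 8130 were seen in all 3 hearts. At the arterial end heart 3 holds 14700 reads against 1667108 in heart 1, which limits what it can show of outflow tract genes.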

We chose the most robust dataset (heart#1; for details see Materials and methods section) for further analysis and validation. In short, the isolated cryo-preserved hearts were sectioned into forty 10 µm sections along the anterior-posterior axis. 

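Of the regions of heart 1 the ventricle is sampled most deeply and the sinoatrial region least. The ventricle of heart 1 (sections 12 to 22) holds 2722542 reads of genes and its atrium (27 to 37) holds 815904, while the sinoatrial sections 33 to 39 hold 381483. Single sections of heart 1 range from 493 to 524825 reads, with a median of 114345.5. Heart 2 ranges from 1601 to 1106493 and heart 3 from 190 to 711407. Sections under 10000 reads number 7 of 40, 9 of 48 and 13 of 29, and 5 of the 7 in heart 1 are sections 37 to 41, at the venous end.

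**Figure D1:**
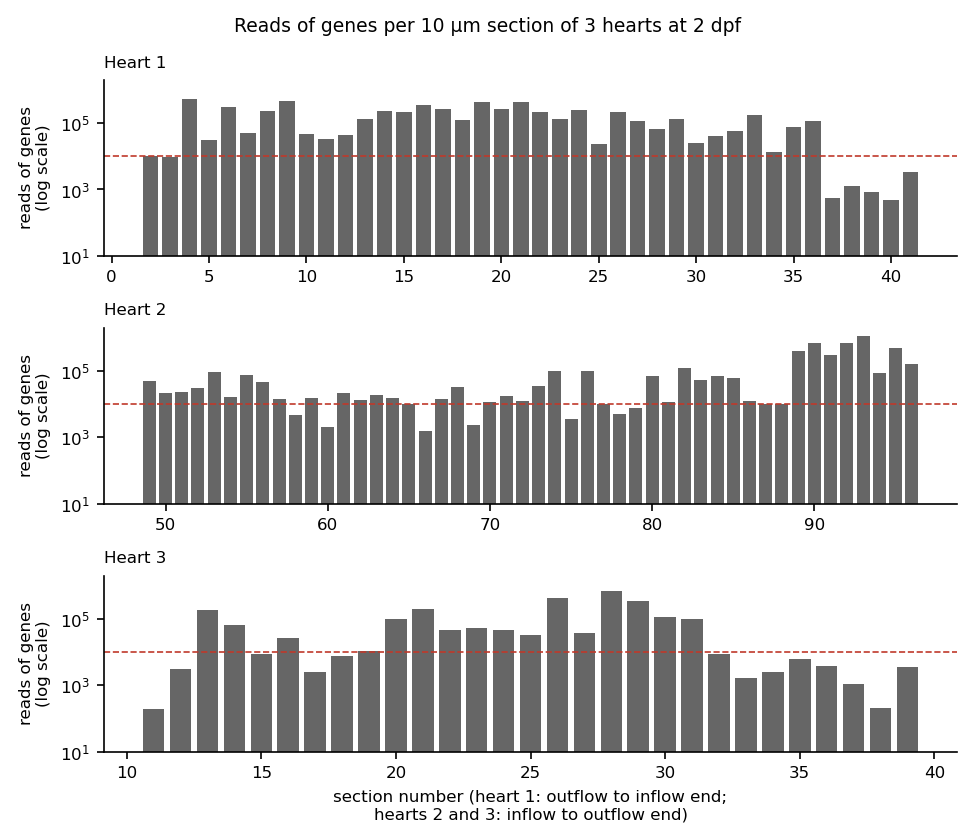
Reads of genes in each section of hearts 1, 2 and 3, on a log scale, by each heart's own section numbers. Heart 1 runs from the arterial to the venous end, and hearts 2 and 3 from the venous to the arterial end.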

Total RNA was isolated from each section, barcoded and processed for mRNA-sequencing (Hashimshony et al., 2016). 

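A single gene row, ENSDARG00000080337, takes 37.8% of the gene reads of heart 1, 24.2% of heart 2 and 19.2% of heart 3, and the files pair it with no name. In heart 1, 8830 of the detected genes have more than 4 reads in more than 1 section, among them myl7, nppa and has2, and 12689 have at least 2 reads in total. Pacemaker transcription factors lie close to the limit of detection: shox2 has 23 reads in heart 1, 0 in heart 2 and 4 in heart 3, and isl1 has 18, 33 and 46. Over the 3 hearts 15833 genes have at least 1 read.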

We obtained a gene expression dataset with expression information for ~13,000 genes (Figure 1—figure supplement 1 and Figure 1—source data 1). To assess global transcriptome patterns in the dataset, we implemented Pearson’s correlation analysis, a pairwise measurement of linear correlation per section across the total transcriptome. Several blocks of continuous sections with high positive correlation of overall gene expression were observed (Figure 1B). This indicates that specific molecular profiles based on explicit gene expression patterns subdivide the embryonic heart at this stage. 

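Sections of the same region resemble each other most in the outflow tract and the ventricle. Pairs of ventricular sections had a mean correlation of 0.107, pairs within the outflow tract 0.1, pairs within the AV canal 0.076 and pairs within the atrium 0.063, while sinoatrial pairs stood at 0.023. Outflow tract and ventricle shared little, with a mean of -0.003 between them. The ventricle, taken here as sections 12 to 18, shares no section with the AV canal, and the mean between them was 0.084. Across heart 1, sections of the same region exceeded sections of different regions by 0.049 (0.075 against 0.025). Sliding the region borders along the heart gave a difference as large in 10 of 40 positions (permutation p = 0.25).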

In order to identify such gene clusters and elucidate underlying gene expression patterns, we performed a hierarchical clustering analysis. Robustly expressed genes (z-score >1.2, in three or more consecutive sections) were clustered according to their expression peak within the dataset. The cluster plot confirmed the presence of four large gene clusters with region-specific expression, which likely corresponded to the outflow tract, ventricle, AV canal and atrium based on the genes present within these clusters (Figure 1C).

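Genes with a continuous stretch of high expression fall mainly into the arterial end, the ventricle and the AV canal. A run of 3 or more sections with a z-score over 1.2 was found for 250 genes, against a median of 93 and a highest value of 237 in 1000 random orders of the sections. The largest cluster, 134 genes, has its highest mean in section 15 and holds myl7 and the ventricular myosin row named MYH7. A cluster of 77 genes has its highest mean in section 7, in the outflow tract: 42 of its genes peak in the outflow tract and 22 in the AV canal, among the latter anxa5b (section 22), which encodes a calcium-dependent phospholipid-binding protein. The atrial cluster of 16 genes has its highest mean in section 33 and holds myh6 and smtnl1, and that of the remaining 23 genes is highest in section 10.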

**Figure 1.**
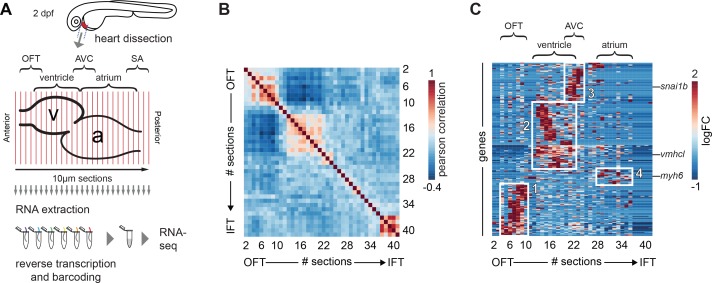
*Tomo*-seq on isolated embryonic hearts reveals distinct clusters of gene expression. (**A**) Hearts were isolated from 2-day-old embryos and 10 μm sections were made along the anterior-posterior axis, from outflow to inflow pole. Each section was collected in an individual tube followed by RNA isolation and cDNA transcription using section specific barcodes. After that, samples were pooled for linear amplification and sequence library preparation. (**B**) Pairwise correlation between individual sections across all genes detected at more than 20 reads in at least two sections. + 1 equals total positive correlation, 0 no correlation, −1 total negative correlation. Blocks of correlating sections can be observed. (**C**) Hierarchical cluster analysis of gene expression per section. Distinct gene expression clusters correspond to different regions of the heart shown in boxed areas: 1. arterial pole/OFT; 2. Ventricle; 3. AV canal; 4. Atrium. RNA sequencing reads per gene were normalized against the total read count per section as well as the total spike-in control RNA read counts. Genes expressed in min three sections z-value >1.25. See also Figure 1—figure supplement 1 and Figure 1—source data 1. 10.7554/eLife.31515.004Figure 1—source data 1.Whole dataset table.Spreadsheet containing the whole *tomo*-seq dataset of dissected heart of a 2-day-old zebrafish embryo. Sections #2-#41. Data normalized against total reads and total spike-in read count.

**Figure 1—figure supplement 1.**
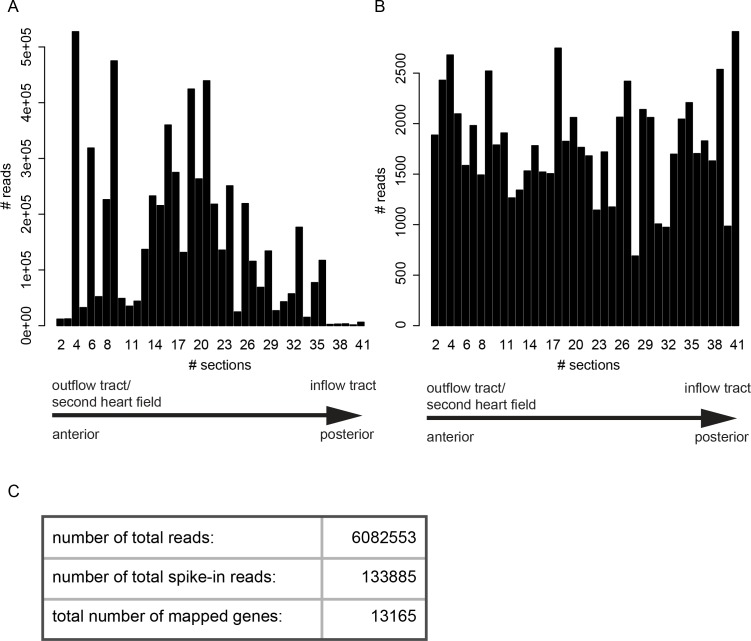
*Tomo*-seq statistics for the analyzed two dpf dataset. (**A**) Total raw RNA-seq reads of the 2 dpf heart sample. Plotted are the total reads per 10 μm section. Sections #2 - #41 contained the tissue sample. (**B**) Total spike-in reads plotted per section. Spike-in expression per section was used for data normalization. (**C**) Basic statistics of RNA-seq results.

To validate the presence of the above mentioned four cardiac sub-compartments and to identify the SA region where pacemaker cells reside in the tomo-seq data, we analyzed the expression of well-known cardiac genes. The total number of reads for a gene of interest was plotted against the consecutive section numbers and compared to its localized expression detected by whole mount in situ hybridization. 

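In heart 1, myl7 stood at 41.6 reads per 10000 over sections 12 to 41 (17340 reads; 95% limits 41.0 to 42.2) and at 1.02 over the 10 sections before them (176 reads; 0.883 to 1.19). Its level was 31.7 in the atrium and 26.1 in the sinoatrial sections (995 reads; 24.5 to 27.8). Heart 2 gave 22.9 in the atrium, 6.06 in the sinoatrial region and 0.231 in the outflow tract. In heart 3 the 14700 reads of the outflow window hold 159 of myl7, or 108 per 10000.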

Expression of *myosin light chain 7* (*myl7*) defining the boundaries of the myocardial tissue (Figure 2A), indicated that all sections with exception of the first ten, were derived from myocardial tissue. The first 10 sections most likely contained the non-myocardial arterial pole. 

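Heart muscle genes were low in the outflow tract of hearts 1 and 2 and not in that of heart 3. The cardiac sarcomere and calcium handling list gave 15.8 and 3.9 reads per 10000 there in hearts 1 and 2, against 331 and 154 in the rest of the heart, and 771 against 445 in heart 3, whose window holds 14700 reads. Against the rest of the heart, 213 of 8376 genes were lower in the outflow tract and 0 were higher at an adjusted p under 0.05 over 3 hearts (quasi-likelihood test on counts, heart as a block), and 68 lay higher and 714 lower at an unadjusted p under 0.05. Over the 3 hearts the sarcomere list fell, with 13 of its 25 genes lower and 24 when adjusted over the list alone (camera with a preset correlation, adjusted p = 3.59e-29, and adjusted p = 5.2e-29 with an estimated correlation). Among single genes, relative to the median shift of all genes of -0.68, nppb, a natriuretic peptide, fell by 8.21 log2 units and nppa by 6.59 (quasi-likelihood test, adjusted p = 0.00176 for both). BVES, which encodes a membrane protein of heart muscle, was at least 404-fold lower, the kinase gene CAMK2A at least 335-fold lower, and PDK4, a regulator of pyruvate use, at least 250-fold lower (adjusted p = 0.00361 for each, quasi-likelihood test). Glycolysis genes fell too, with 3 of 20 lower and 11 over the list alone (camera, adjusted p = 3.51e-11, and adjusted p = 0.0369 with an estimated correlation). The cartilage list (5 genes, 0 past the test) was higher by camera (adjusted p = 0.0287), as was skin (11 genes, 0 past; adjusted p = 0.0367), and each gives adjusted p = 0.452 with an estimated correlation. FOXF1, a transcription factor of mesenchyme, had 49 reads in the outflow tract and 0 in the rest of heart 1, 103 and 45 in heart 2, and 2 and 0 in heart 3 (5.13 log2 units higher, adjusted p = 0.0997, quasi-likelihood test). The count of genes is 0 without replicate 1, 1 without replicate 2 and 331 without replicate 3.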

*Natriuretic peptide a* (*nppa*) expression is restricted to the working myocardium of the ventricle and atrium and was absent from the non-working myocardium of the outflow tract, AV canal and SA region (Figure 2B). Together with the ventricle-specific expression of *ventricle myosin heavy chain* (*vmhc*) (Figure 2C) and atrial-specific *myosin heavy chain 6* (*myh6*) (Figure 2D) we concluded that the ventricle and the atrium were well separated in the *tomo*-seq data. 

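The natriuretic peptide gene nppa stood at 39.2 reads per 10000 in the ventricle of heart 1 (95% limits 38.5 to 40.0) and at 41.4 in the atrium. In the outflow tract it was close to absent, at 0.366 (61 reads; 0.285 to 0.47). The AV canal window held 30.8 per 10000 (6037 reads; 30.0 to 31.5) and the sinoatrial window 32.4 (1235 reads; 30.6 to 34.2). In heart 2 the AV canal stood at 87.8 and the ventricle at 78.4, while the sinoatrial region had 4.69 (137 reads). Heart 3 gave 139 in the atrium, 66.2 in the AV canal and 44.9 in the sinoatrial region (257 reads), and 0 reads in its shallow outflow tract (at most 2.04 per 10000). The AV canal and sinoatrial windows overlap those of the chambers. A 10 µm section can hold parts of more than 1 region, and nppa helped to set the regions of heart 1.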

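In heart 1, 61.4% of the vmhc profile lies in the ventricle and 5.0% in the atrium, while 90.1% of the myh6 profile lies in the atrium. The vmhc profile starts early, with 27.0% in the first 10 sections, of which section 11 alone holds 23.6% of the profile, and as raw reads the first 10 sections hold 5.6%. The second ventricular myosin row, named MYH7, set no region and had 14594 reads in the ventricle and 53 in the atrium of heart 1, 1478 and 0 in heart 2, and 7550 and 62 in heart 3. Its fold change relative to all genes was 6.60 log2 units over the 3 hearts (SE 0.47; adjusted p = 4.7e-47, quasi-likelihood test, higher in 3 of 3 hearts). Troponin C, which switches on contraction when it binds calcium, has an atrial row named TNNC1 that went the other way by -7.06 log2 units (SE 0.75; adjusted p = 4.19e-15, quasi-likelihood test), with 8 ventricular and 510 atrial reads in heart 1, 0 and 102 in heart 2, and 132 and 1014 in heart 3.

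**Figure D2:**
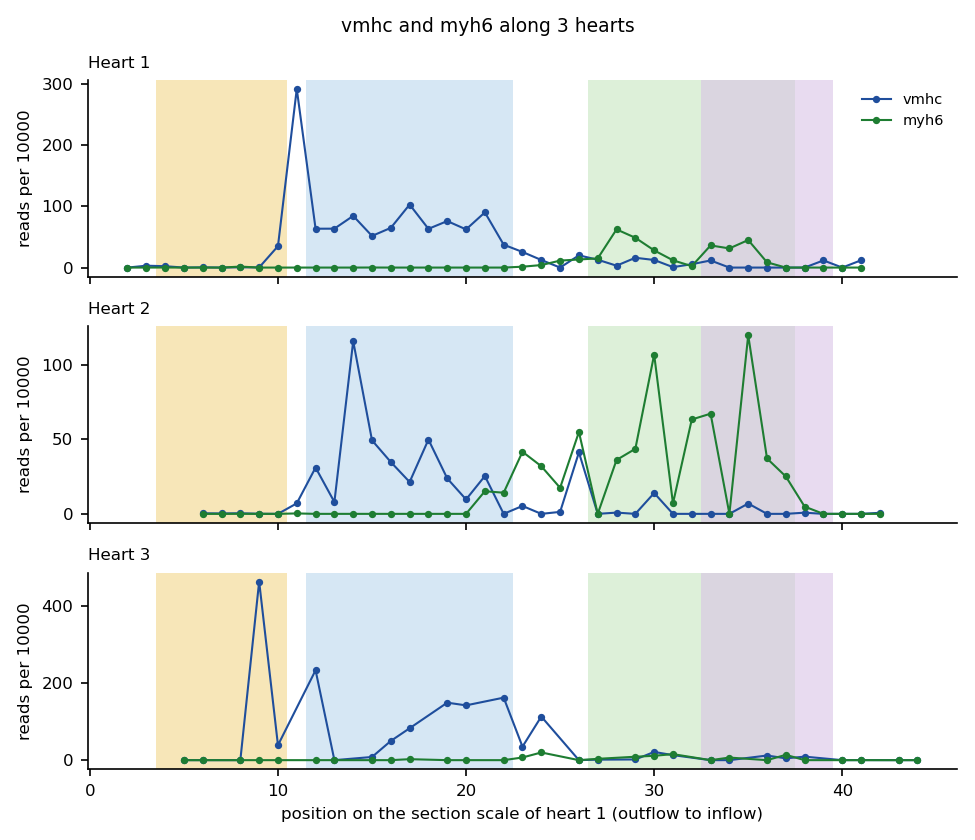
Reads per 10000 gene reads of the myosin genes vmhc and myh6 along hearts 1, 2 and 3. The horizontal axis is the section scale of heart 1.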

To address whether genes that are expressed in the endocardial cushions, which give rise to the cardiac valves located in the outflow tract and in the AV canal, are present in the *tomo*-seq data, we analyzed the expression of *hyaluronan synthase 2* (*has2*) (Figure 2E). Indeed, *has2* was detected in the sections assigned to the outflow tract and the AV canal. 

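The gene has2, whose enzyme makes the hyaluronan of the cardiac jelly, was highest at the arterial end of heart 1. It stood at 0.984 reads per 10000 in the outflow tract (164 reads; 95% limits 0.844 to 1.15), 0.515 in the AV canal (101 reads; 0.424 to 0.625), 0.417 in the atrium (34 reads) and 0.213 in the ventricle (58 reads), with 0 reads in the sinoatrial sections. The first 10 sections carry 58.8% of its profile and the AV canal 17.8%, or 56.2% and 32.8% as raw reads. In heart 2 it had 24 reads in the AV canal, 27 in the atrium, 34 in the ventricle and 0 in the outflow tract (at most 0.0104 per 10000). All 24 reads of heart 3 lie in the ventricle.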

The non-working myocardium of the AV canal can be distinguished by the expression of *bone morphogenetic protein 4* (*bmp4*) and *T-box protein 2b* (*tbx2b*). Both genes showed a peak expression around section 25, indicating the position of the AV myocardium (Figure 2F and G). 

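Both tbx2b, a repressor of the chamber program, and bmp4, a growth factor gene, were higher in the AV canal than in the ventricle of heart 1. There tbx2b stood at 2.17 reads per 10000 (426 reads; 95% limits 1.97 to 2.39) against 0.859, and bmp4 at 2.68 (526 reads; 2.46 to 2.92) against 1.73. In hearts 2 and 3 tbx2b stood at 2.46 and 2.06 in the AV canal against 1.03 and 0.712 in the ventricle. For bmp4 the AV canal gave 2.33 and 2.77 against 2.51 and 2.44 in the ventricle, and the atrium 8.58 and 6.75. Peaks along heart 1 depend on the scale: raw reads of bmp4 peak in section 24 (150 reads) and next in 26, while those of tbx2b peak in section 21 (182 reads) and next in 35. These genes set the AV canal of heart 1, so only hearts 2 and 3 bear on the region.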

Importantly, *bmp4* is also expressed in the SA region (Figure 2F). 

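Sinoatrial sections of heart 1 held 95 reads of bmp4, or 2.49 per 10000 (95% limits 2.04 to 3.04). Heart 2 had 94 reads there (3.22 per 10000) and heart 3 had 0 among 57203 (at most 0.524 per 10000). Against the rest of the heart bmp4 was 1.36 log2 units higher relative to all genes over the 3 hearts, which is no call (adjusted p = 0.811, quasi-likelihood test). The median of all genes was -2.09 there, so before this shift bmp4 was lower in the sinoatrial region. The p-value tests the fold change before the shift, here and wherever a fold change is given relative to all genes.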

In the *tomo*-seq data, a clear expression peak was detected around section 34 (Figure 2F), indicating the position of the SA region in the *tomo*-seq data. 

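Per 10000 reads, the highest section of bmp4 in heart 1 is 34, at 12.2 from 16 reads, followed by section 26. The sinoatrial window carries 36.4% of its profile but 9.6% of its raw reads, which peak in section 24. Other genes of the inflow end peak next to it: tbx2b in section 35 (98 reads), isl1 in 36 (9 reads) and shox2 in 36 (11 reads). Section 34 is also the peak of myl7, at 73.4 per 10000 from 96 reads, so a few reads there make a high value.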

We superimposed the expression data of the known marker genes to identify the position of the cardiac sub-compartments in the *tomo*-seq data (Figure 3). 

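Of the 7 marker genes, 5 have their highest section in a region the paper names for them, and vmhc (section 11) and has2 (section 3) peak just outside. As raw reads, or divided by spike-in reads, all 7 peak inside. The paper set the regions in part from known marker genes such as these, and some are named for several regions. Peaks inside are therefore largely fixed beforehand and are no independent evidence of the regions. The clustered genes, which include anxa5b (peak in section 22) and myl7 (section 34), divide as 66 peaks in the outflow tract (26.4%), 72 in ventricular sections 12 to 18 (28.8%), 58 in the AV canal (23.2%), 30 in atrial sections 27 to 32 (12%) and 8 outside any region.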

We directly compared the superimposed expression data with the previously identified gene clusters and concluded that positions of cardiac sub-compartments correlated well with the identified gene clusters. The SA region was only identified by the marker gene expression and not by the gene cluster analysis, most likely due to its small size in combination with the threshold settings of the gene cluster analysis.

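Sinoatrial sections 33 to 39 carry the peaks of 16 clustered genes (6.4%), or 2.3 per section, against 10.3 per section in the ventricle. The pacemaker genes isl1 and shox2 have 18 and 23 reads in heart 1. With a z-score over 1.2 in 4 or more sections the whole heart keeps 42 genes, where 1000 random orders gave at most 24.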

**Figure 2.**
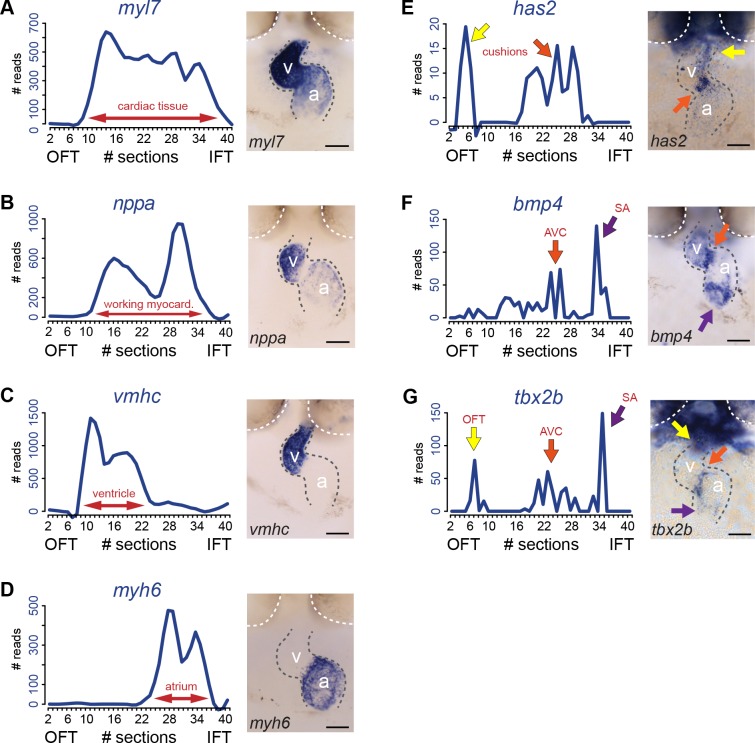
Transcriptome map of the embryonic heart with high spatial resolution. (**A–E**) *Tomo*-seq expression traces and corresponding in situ hybridization for (**A**) *myl7* (whole myocardium), (**C**) *vmhc* (ventricular myocardium), (**D**) *myh6* (atrial myocardium), (**E**) *has2* (endocardial cushions), (**F**) *bmp4* (AVC myocardium, orange arrow; IFT myocardium, purple arrow) and (**G**) *tbx2b* (OFT myocardium, yellow arrow, AVC myocardium, orange arrow; IFT myocardium, purple arrow). Smoothening (LOESS) was applied to graphs A-E, span α = 0.3. Anterior up. Gray dashed line outlines the heart. White dashed line outlines the eyes. A, atrium; V, ventricle; AVC: atrioventricular canal; IFT, inflow tract; OFT, outflow tract; SA, sinoatrial region. Scale bars represent 50 μm.

**Figure 3.**
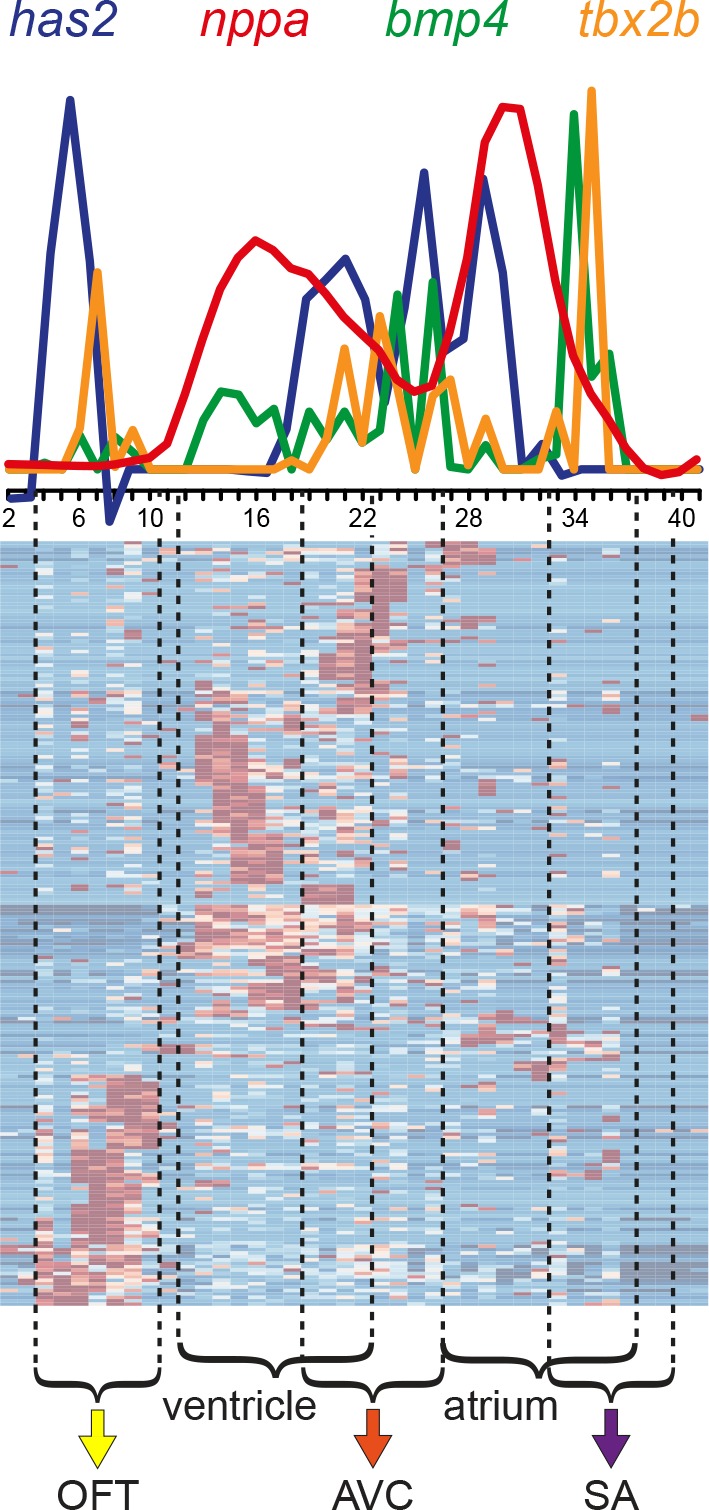
Differential gene expression reveals distinct sub-compartments within the heart. Superimposed expression profiles of *has2, nppa, bmp4 and tbx2b.* Expression peaks of the individual genes overlap with the position of the clusters (dashed lines). *has2* and *tbx2b* in the OFT (yellow arrow). *nppa* in the ventricle. *has2*, *bmp4* and *tbx2b* in the AVC (orange arrow). *nppa* in the atrium. *bmp4* and *tbx2b* in the SA region (purple arrow). Smoothening (LOESS) was applied to *has2* and *nppa* graphs, span α = 0.3. OFT, outflow tract; AVC: atrioventricular canal; SA, sinoatrial region.

In conclusion, we have generated a genome-wide transcriptome dataset with high spatial resolution. Furthermore, the dataset reveals sub-compartments in the heart with distinct expression profiles.

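In the count model used here, over the 3 hearts the outflow tract and the chambers gave more genes past the test than the AV canal and the sinoatrial region. Against the rest of the heart 213 genes were lower in the outflow tract and 0 higher at an adjusted p under 0.05 in the quasi-likelihood test with the heart as a block. Between ventricle and atrium 48 genes passed the same test, led by myosin and troponin genes. For the AV canal against the chambers 14 genes passed, and for the sinoatrial region 8. These counts are not firm: limma on log2 values gives 1 for ventricle against atrium, 4, 467 and 10 for the AV canal, sinoatrial region and outflow tract, and the outflow count is 0 without heart 1 and 1 without heart 2. The paper lays the profiles of known marker genes over each other, sets the positions they give beside its gene clusters, and concludes that the data hold sub-compartments whose expression profiles differ.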

### Identification of differentially expressed genes

To identify molecular pathways that may be regulating development of the cardiac sub-compartments, we analyzed the sub-compartment-specific transcriptomes in more detail. The boundaries of the sub-compartments were set based on the gene cluster analysis and the mRNA-seq reads for known marker genes (Figure 3). All genes were ranked according to the specificity of their expression level in the region of interest when compared with the rest of the dataset. 

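Counting sections of heart 1 as samples at a log2 fold change over 2 and an unadjusted p under 0.05, 2709 different genes were upregulated in 1 or more of the 4 regions (3087 when summed over regions), including myh6, mb, anxa5b and lyve1a. At an adjusted p under 0.05 in the same quasi-likelihood test 510 different genes remained (540 summed). The sections come from 1 animal and are not replicates, so p-values over sections are too small. In simulated counts, 5.4% of the genes given no difference passed these thresholds between the chambers, 5.7% for the AV canal and 7.2% for the sinoatrial region. The simulation used 1 common dispersion and gave such a gene the same level in every section. Random splits of the real sections, which mix real differences, called a median of 1537 of 8383 genes between the chambers. Higher genes alone had a median of 551 of 8534 for the AV canal and 402 of 8830 for the sinoatrial region. The simulated rates can therefore be too low.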

With this approach, we identified a total of 1143 genes for which their expression was upregulated in one of the selected cardiac sub-compartments (ventricle, atrium, AV canal and sinoatrial region) (log2 FC >2 and p<0.05) (Figure 4A–C and Figure 4—source data 1). This list of differentially expressed genes contained several genes for which the sub-compartment expression has been well described, such as *myh6* (atrium), *vmhc* and *vmhcl* (ventricle), *spp1* (AV valves), and *isl1, bmp4 and shox2* (sinoatrial region). 

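Among these known genes, spp1, which encodes the matrix protein osteopontin, had all its 146 reads of heart 1 in the AV canal window (0.744 per 10000; 95% limits 0.633 to 0.875), with 0 reads in hearts 2 and 3. In summed reads of heart 1 it was at least 54.6-fold higher there than in the chambers (adjusted p = 0.0252 over sections, quasi-likelihood test). The pacemaker gene shox2 had all 23 reads in sinoatrial sections of heart 1 (0.603 per 10000; 0.402 to 0.905), and was at least 111-fold higher there in summed reads (adjusted p = 0.00682 over sections, quasi-likelihood test). Its 4 reads in heart 3 lie in the ventricle. For isl1, a LIM homeodomain gene of pacemaker cells, 13 of 18 reads in heart 1 are sinoatrial (adjusted p = 0.091, quasi-likelihood test). The myosin genes myh6 and vmhc helped to set the chambers and are no finding between them. All of these tests take sections of 1 heart as samples, which makes their p-values too small.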

Besides these few known sub-compartment-specific marker genes, we identified many additional differentially expressed genes (99 genes for the atrium, 196 genes for the ventricle, 346 genes for the AV canal and 502 genes for the sinoatrial region). 

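Genes picked in the ventricle of heart 1 were also higher there in the other animals more often than chance gives. Of 777 ventricular genes with reads in both, 313 were higher in the ventricle of heart 2 and of heart 3, and 0 of 10000 lists matched on reads gave as high a share. The atrial genes gave 69 of 295, the AV canal genes 71 of 317 and the sinoatrial genes 17 of 351, with 370, 5461 and 1370 of 10000 matched lists as high. Many calls rest on 1 section: over 90% of a gene's reads within the region lie in a single section for 54.8% of the sinoatrial genes, such as neb and gtf2h3, whose 56 and 34 sinoatrial reads are all in section 34, against 41.1% for the atrium, 22.4% for the AV canal and 6.6% for the ventricle. Set beside the paper's lists of genes, the same direction was found for 132 of 133 matched ventricular, 67 of 67 atrial, 206 of 206 AV canal and 274 of 275 sinoatrial genes, the lists having been drawn from the same heart.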

To validate the significance of the identified sub-compartment-specific gene-expression profiles in the *tomo*-seq data, we performed in situ hybridization for selected genes. Using this approach, the sub-compartment-specific gene expression profiles deduced from the *tomo*-seq data correlated well with the expression patterns obtained by in situ hybridizations (Figure 4D–F and Figure 4—figure supplement 1A–B).

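Several of the stained genes were measured in all 3 hearts. The smoothelin-like gene smtnl1 had 0 reads in every ventricle and 341, 81 and 234 in the atria, at least 683-fold lower in the ventricle (adjusted p = 1.11e-15, quasi-likelihood test, lower in 3 of 3 hearts). Myoglobin, mb, which stores oxygen in muscle, was 4.19 log2 units higher in the ventricle relative to all genes (SE 0.68; adjusted p = 3.43e-09, quasi-likelihood test), with 1774 reads against 21, 546 against 11, and 594 against 10. The small heat shock protein gene hspb11 was higher by 5.69 (SE 1.16; adjusted p = 3.13e-05, quasi-likelihood test), with 450 and 0, 354 and 0, and 185 and 15 reads. By contrast rcan1a, a regulator of calcineurin, had 702 ventricular reads and 1 atrial read in heart 1 but 32 and 12, then 465 and 214, in the others (1.23 log2 units, adjusted p = 0.621, quasi-likelihood test). The LMOD2 rows, named after human leiomodin 2, had no call between chambers over 3 hearts (second row -1.52, adjusted p = 0.767, quasi-likelihood test). No row was found for pdgfaa or csrp3, which are not analysed here.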

**Figure 4.**
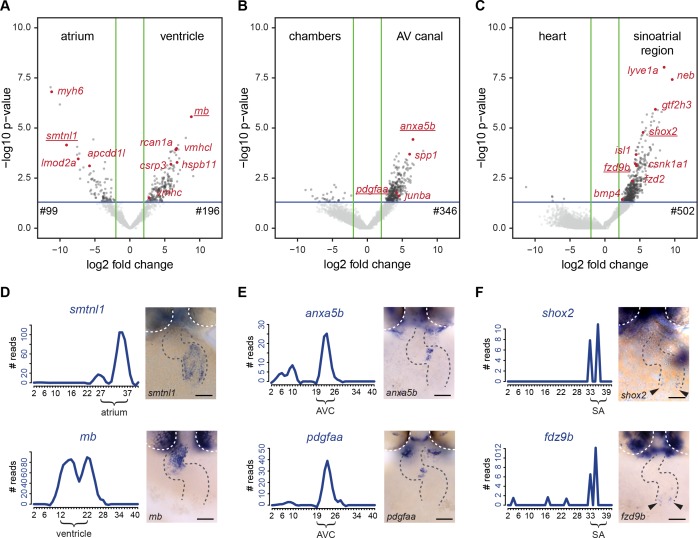
Differentially expressed genes in cardiac sub-compartments. (**A–C**) Volcano plots highlighting genes differentially expressed in the (**A**) atrium (n = 99) and ventricle (n = 196), (**B**) AV canal (n = 346) and (**C**) sinoatrial region (n = 502). Grey and red dots represent individual genes. Green lines indicate threshold of log2 fold change >2. Blue lines indicate threshold of p-value<0,05. (**D–F**) Expression traces and in situ hybridization analysis for representative example genes (gene names underlined in volcano plots) significantly upregulated in (**D**) atrium (*smtnl1*) and ventricle (*mb*), (**E**) AV canal (*anxa5b* and *pdgfaa*) and in the sinoatrial region (*shox2* and *fzd9b*). Smoothening (LOESS) was applied to graphs D and E, span α = 0.2. Gray dashed line outlines the heart. White dashed line outlines the eyes. Anterior up. Scale bars represent 50 μm. See also Figure 4—figure supplement 1 and Figure 4—source data 1. 10.7554/eLife.31515.009Figure 4—source data 1.Genes significantly upregulated in cardiac sub-compartments.Ventricle (#12-#22), Atrium (#27- #37), AV canal (#19-#26) and sinoatrial region (#33-#39). Thresholds: logFC >2; p-value>0.05.

**Figure 4—figure supplement 1.**
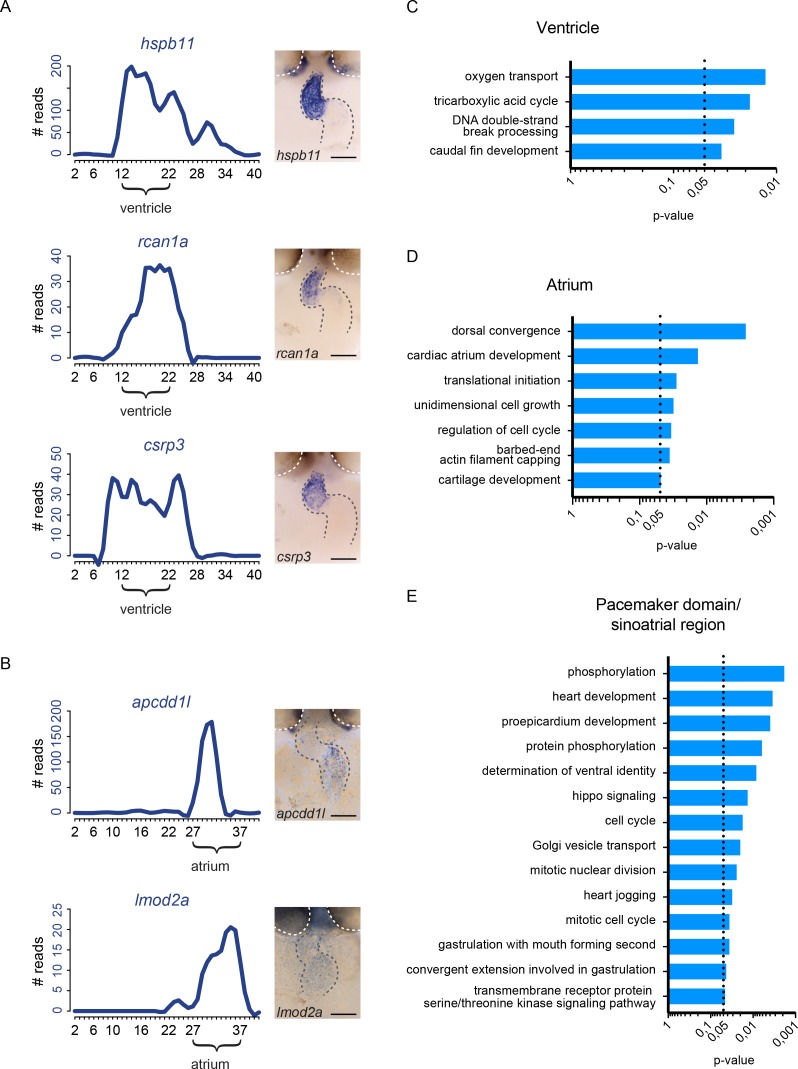
Identification of region-specific gene expression patterns. (**A–B**) Additional gene expression plot and ISH analysis for representative example genes significantly upregulated in the ventricle (*hspb11, rcan1a, csrp3*) and atrium (*apcdd1l, lmod2a*). Gray dashed line: location of the heart. White dashed line outlines the eyes. Anterior to the top. (**C–E**) GO term enrichment for genes significantly enriched in the ventricle (**C**), atrium (**D**) and pacemaker domain (**E**). Smoothening (LOESS) was applied to graphs A and B, span α = 0.2. p-value<0.05. Scale bars represent 50 μm.

We identified 99 genes with upregulated expression in the atrium and 196 genes with upregulated expression in the ventricle (Figure 4A). 

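Over the 3 hearts, 36 genes were higher in the ventricle and 12 in the atrium (4220 genes tested, quasi-likelihood test with the heart as a block, adjusted p under 0.05). Fold changes are given relative to the median shift of all genes, 0.53 log2 units toward the ventricle. Their p-values test the values before this shift. Ventricular genes include EFNB3, an ephrin ligand, with 473, 50 and 370 ventricular reads and 0 atrial ones (at least 95.3-fold; adjusted p = 1.66e-05, quasi-likelihood test), pln1 at 2.31 (SE 0.52; adjusted p = 1.81e-05, quasi-likelihood test), and the kinase gene stk38l (at least 62.4-fold; adjusted p = 3.51e-04, quasi-likelihood test). Higher in the atrium were pbx2, a homeodomain gene (-6.87; adjusted p = 5.17e-06, quasi-likelihood test), AQP1, a water channel (-4.5; SE 0.77; adjusted p = 9.06e-05), FHL2, a LIM protein (-2.54; SE 0.44; adjusted p = 8.09e-04), and ANXA2 (-2.79; SE 0.5; adjusted p = 1.01e-03). Over the sections of heart 1 at the paper's thresholds, 1338 genes were higher in the ventricle and 670 in the atrium. TMM gives 1734 and 414, and limma on log2 values gives 1585 and 8. These p-values are too small because 1 animal gave all sections. The excess of ventricular genes over 3 hearts depends on scaling and placing: total reads give 17 higher and 16 lower, ventricle sections 12 to 18 give 5 and 12, and leaving out heart 1 gives 11 and 11. With a test on log2 values in place of the count model the 3 hearts call 1 gene, and without the heart as a block 151.

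**Figure D3:**
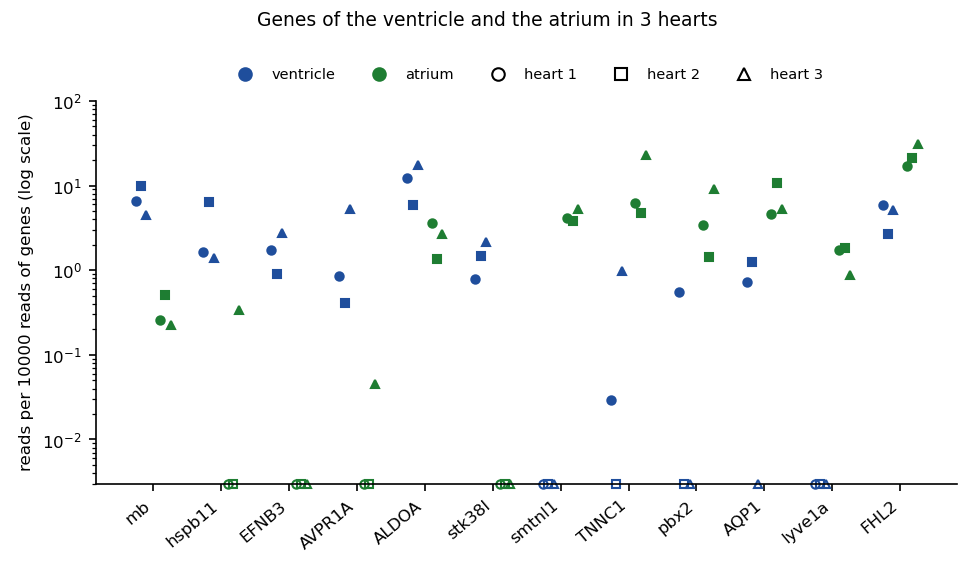
Ventricular and atrial levels of a selection of the named genes, in reads per 10000 gene reads, for hearts 1, 2 and 3. Named genes that did not pass over 3 hearts, such as rcan1a, tnnc2, myo1c and actn1, are not drawn. The naming rule was fixed beforehand, but the p-values it ranks by come from a model chosen after results were seen.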

Gene ontology analysis revealed enrichment in *oxygen transport* and *tricarboxylic acid cycle* genes in the ventricle, suggesting that already in the 2-day-old ventricle metabolism is converting to aerobic oxidative phosphorylation to fulfill higher energy demands (Figure 4—figure supplement 1C). Furthermore, several genes related to cardiac myopathies were found amongst the ventricle specific genes (e.g. *csrp3, rcan1a* (Figure 4—figure supplement 1A), *tnnc2*, *myo1c* and *actn1*), indicating the value of the dataset for identifying potential disease-causing genes.

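Genes of energy metabolism were higher in the ventricle than in the atrium of all 3 hearts. Of 73 oxidative phosphorylation genes 72 had a positive fold change, 1 passed alone (ndufa4b, 3.58 log2 units, adjusted p = 6.94e-04, quasi-likelihood test) and 12 when adjusted over the list alone. Their median was 1.04 against 0.53 for all genes (camera with a preset correlation, adjusted p = 3.02e-10, and adjusted p = 2.68e-06 with an estimated correlation). Glycolysis genes rose with them, at a median of 1.41, with 4 of 18 past the test (ALDOA, TPI1, pgam1a and GPI) and 8 over the list alone (camera, adjusted p = 8.43e-06, and 2.68e-06 as the adjusted p with an estimated correlation). Of 12 mitochondrially encoded genes 2 passed, MT-ND5 and MT-ATP6, and 6 over the list alone (camera, adjusted p = 7.44e-06, but adjusted p = 0.0822 with an estimated correlation). The 22 genes of the tricarboxylic acid cycle had a median of 1.13 with 0 past the test (camera, adjusted p = 0.0622, and adjusted p = 0.0487 with an estimated correlation). Red blood cell genes, which carry oxygen, did not pass (5 genes, 0 called; camera, adjusted p = 0.624): they stood at 16.2 reads per 10000 in the ventricle of heart 1 against 1.58 in its atrium, but at 7.87 against 14.4 in heart 2 and 4.68 against 8.81 in heart 3. Over the sections of heart 1, whose p-values are too small, 5 of 10 red blood cell genes and 8 of 20 glycolysis genes were upregulated in the ventricle (Fisher's exact test, adjusted p = 0.166 for each).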

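Of these genes, rcan1a and tnnc2 differed most between the chambers of heart 1. Over the sections rcan1a was higher in the ventricle (adjusted p = 2.28e-04, quasi-likelihood test), and tnnc2, the troponin C of fast skeletal muscle, likewise (at least 19.6-fold in summed reads; adjusted p = 0.0166, quasi-likelihood test). For the myosin gene myo1c the difference relative to all genes was 2.14 log2 units (adjusted p = 0.101, quasi-likelihood test), and for actn1, an actin crosslinker, 1.84. Over 3 hearts none of the 4 passed: tnnc2 stood at 3.37 (SE 1.93; adjusted p = 0.483), myo1c at 1.38 (SE 0.96; adjusted p = 0.5) and actn1 at 3.47 (SE 2.15; adjusted p = 0.567), all in the quasi-likelihood test. The skeletal muscle list was higher in the ventricle, with 1 of 6 genes past the test, ACTA1, and 2 over the list alone (camera, adjusted p = 0.0495, and adjusted p = 0.0487 with an estimated correlation), while cardiac sarcomere genes were not (24 genes, 1 higher and 1 lower; camera, adjusted p = 0.212). Sections of 1 heart are not replicates, so the p-values within heart 1 are too small.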

The AV canal region contains the AV myocardium and the endocardial cushions, forming the cardiac valves (Beis et al., 2005). 

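Over 3 hearts 5 genes were higher and 9 lower in the AV canal than in the chambers (5450 tested, quasi-likelihood test with the heart as a block, adjusted p under 0.05). The total of 14 becomes 4 with limma on log2 values, 8 without heart 1 and 68 against all other sections. FKBP8, a regulator of cell death, had 97 and 0 reads, 111 and 10, and 103 and 0 (SE 1.2; adjusted p = 2.11e-03, quasi-likelihood test). The others higher were and2, an actinodin of fin rays (3.57 log2 units; SE 0.83; adjusted p = 1.11e-02), SNRPB, a splicing protein (2.43; SE 0.59; adjusted p = 1.95e-02), junba, an immediate early gene (5.19; SE 1.26; adjusted p = 1.95e-02; 416 and 23, 74 and 0, 0 and 0 reads), and HSD17B12 (3.33; SE 0.84; adjusted p = 3.32e-02), all in the quasi-likelihood test. PRUNE1 had 0 reads in the AV canal and 461, 346 and 78 in the chambers (at least 328-fold lower; adjusted p = 4.98e-15), and acta2, smooth muscle actin, was lower by -2.36 (SE 0.53; adjusted p = 6.55e-03, quasi-likelihood test). The list of AV valve and AV canal genes did not pass (11 genes, 0 called; camera, adjusted p = 0.385). Neutrophil and macrophage genes were lower, with 1 of 6 past the test (camera, adjusted p = 0.00475, but adjusted p = 0.104 with an estimated correlation), as were outflow tract and smooth muscle genes, with 1 of 7 (adjusted p = 0.0219, and adjusted p = 0.409 with an estimated correlation). Oxidative phosphorylation genes were higher with 0 of 76 past the test (camera, adjusted p = 0.0219, but adjusted p = 0.869 with an estimated correlation). In heart 1 alone 630 genes were higher and 574 lower over sections at the paper's thresholds, and no list was enriched. With limma on log2 values these counts are 962 and 15. The p-values are too small since 1 animal gave all sections.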

We identified 346 differentially expressed genes in the AV canal, but gene-ontology analysis did not reveal any significant enrichment for specific biological processes. In situ hybridization confirmed the strong expression of *annexin A*5 (*axna5b*) and *PDGF A* (*pdgfaa*) in the endocardial cushions. Both Annexin A5 and PDGF A have not been directly implicated in cardiac valve development, but PDGF A signaling plays numerous roles in organogenesis during embryo development by regulation of proliferation and directed cell migration (Hoch and Soriano, 2003).

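The annexin gene anxa5b had 175 reads in the AV canal of heart 1 and 0 in its chambers, at least 65.4-fold higher in summed reads (adjusted p = 0.0198 over sections, quasi-likelihood test). The rest of its profile, 27.9%, lies in the outflow tract, where the other cushions form. Hearts 2 and 3 held 11 and 16 reads in the AV canal and 21 and 24 in the chambers, and over 3 hearts the fold change was 0.92 (adjusted p = 0.996, quasi-likelihood test). Among cushion genes has2 stood at -0.5 and among AV myocardial genes bmp4 at -0.28 and tbx2b at 1.01 log2 units over 3 hearts, none past the test. The sections of heart 1 are no replicates, so the p-value within it is too small.

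**Figure D4:**
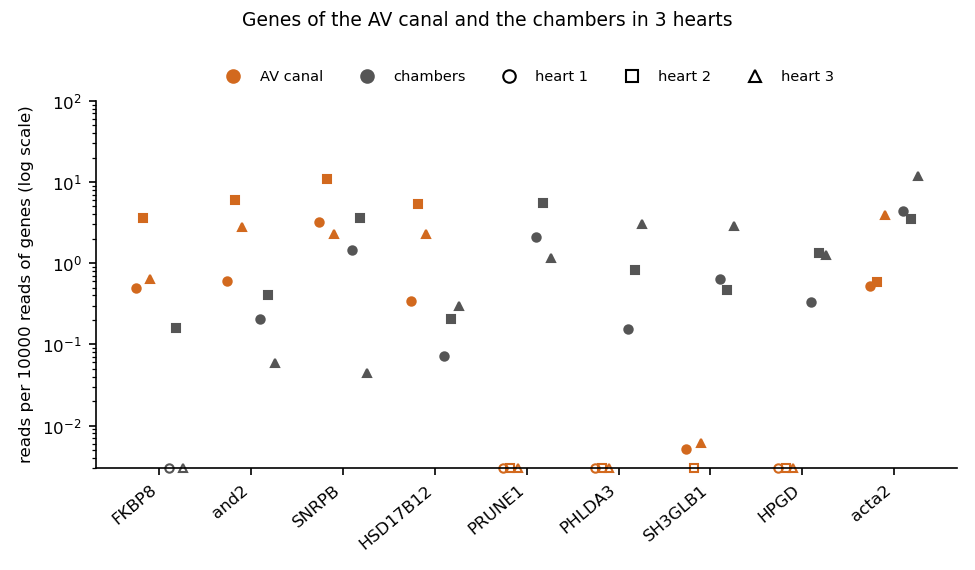
AV canal and chamber levels of a selection of the named genes, in reads per 10000 gene reads, for hearts 1, 2 and 3. The named genes anxa5b, spp1, bmp4, tbx2b and junba are not drawn. The naming rule was fixed beforehand, but the p-values it ranks by come from a model chosen after results were seen.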

The sinoatrial region contains the pacemaker and proepicardial cells. The majority (502) of the sub-compartment-specific upregulated genes was identified in this region. 

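In heart 1, 449 genes were higher and 569 lower in sinoatrial sections at the paper's thresholds (182 and 1144 with TMM, 75 and 286 with limma on log2 values). Among the higher ones were tpma, a tropomyosin (113 reads there and 1 elsewhere), smtnl1 and shox2. Over 3 hearts 0 of 6225 genes were higher and 8 were lower at an adjusted p under 0.05 (quasi-likelihood test, heart as a block), with 10 higher and 1137 lower at an unadjusted p under 0.05. The 0 and 8 are not firm: total reads give 3 and 4, limma on log2 values 467 genes in all, and the total is 1 without heart 1 or heart 2 and 95 without heart 3. The median gene was 2.09 log2 units lower in the summed sinoatrial reads, and fold changes are given relative to that. Their p-values test the values before this shift, so the relative values themselves were not tested. The genes nearest a call were AQP1, at 5.43 (adjusted p = 0.178), and SFRP5, which encodes a secreted Wnt inhibitor, at 4.45 (adjusted p = 0.185), both in the quasi-likelihood test. Lower were ventricular genes, the row named MYH7 by -6.16 (adjusted p = 1.24e-06) and mb (at least 67.6-fold; adjusted p = 1.86e-02), with CNN3, a calponin (at least 170-fold; adjusted p = 9.09e-05), and CXCL12, a chemokine (at least 77.9-fold; adjusted p = 2.01e-02, quasi-likelihood test). Red blood cell genes fell, with 1 of 6 past the test and 5 over the list alone (camera, adjusted p = 5.77e-05, and adjusted p = 0.0377 with an estimated correlation). A window of 7 sections moved along heart 1 gave between 304 and 954 upregulated genes, so the number for the sinoatrial window is not unusual for 7 sections. One animal gave the sections, and p-values over them are too small.

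**Figure D5:**
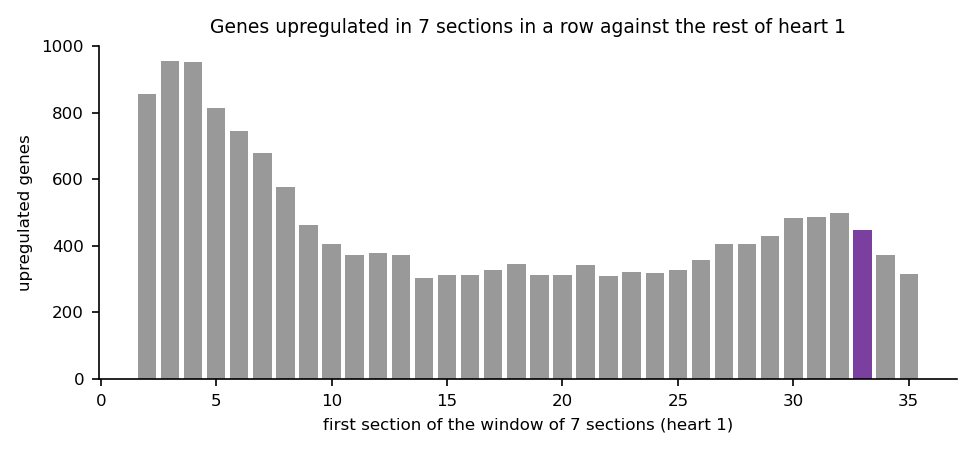
Genes upregulated in each window of 7 sections of heart 1 against all other sections, at a log2 fold change over 2 and an unadjusted p under 0.05.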

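Sinoatrial sections of heart 1 held 28 of the 32 reads of the T-box gene tbx5a (0.734 per 10000; 95% limits 0.508 to 1.06), all in section 35, and hearts 2 and 3 had none. For acvr1l, a receptor of the BMP family, they held 79, 10 and 109 reads in hearts 1, 2 and 3 (2.07, 0.342 and 19.1 per 10000). Over the sections of heart 1 acvr1l was 4.79 log2 units higher relative to all genes (adjusted p = 0.0112, quasi-likelihood test, too small because sections are not replicates), and over 3 hearts 2.85 (adjusted p = 0.769, quasi-likelihood test). Both p-values test the fold changes before the shift. The value over sections rests largely on section 34, with 29 of the 79 reads and 63.3% of the profile: before the shift it falls from 3.6 to 1.36 without that section, and to 1.92 with TMM. The fixed list of proepicardium and epicardium genes lay above other genes in the sinoatrial region, with 0 of 7 past the test (camera, adjusted p = 0.0199, and adjusted p = 0.0377 with an estimated correlation). It holds tbx5a, acvr1l and bmp4, which the paper names there from heart 1, and bmp4 helped to set the regions of heart 1. The list is therefore no independent evidence of its direction. Its reads per 10000 in hearts 1, 2 and 3 were 12.8, 36.7 and 35 there, against 4.73, 7.98 and 7.66 in the ventricle. Other lists were also high in these windows: mesenchyme and matrix genes at 8.7, 110 and 62.2 (camera, adjusted p = 0.0452, but adjusted p = 0.701 with an estimated correlation) and skin genes at 27.8, 102 and 85.1 (camera, adjusted p = 0.85). Its mean and median log2 fold changes, -0.55 and -0.05, lie below 0 and above the median of all genes.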

Gene ontology analysis revealed enrichment in *proepicardium development* genes based on differential expression of *tbx5a*, *acvr1l* and *bmp4* in the sinoatrial region (Figure 4—figure supplement 1E). In addition, several known regulators of pacemaker development (e.g. *isl1* and *shox2*) were identified in our analysis (Figure 4C,F). 

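The pacemaker gene isl1 stood at 0.341 reads per 10000 in the sinoatrial sections of heart 1 (13 reads; 95% limits 0.199 to 0.583). In heart 2 the sinoatrial window had 0 of its 33 reads (at most 0.103 per 10000) and the outflow tract 26, and in heart 3 all 46 lie in the atrial window (1.03 per 10000). Too few reads kept isl1 and shox2 out of the test over 3 hearts. The sinoatrial pacemaker list lay above other genes with 0 of 6 past the test (camera, adjusted p = 0.0318, but adjusted p = 0.595 with an estimated correlation). The list holds bmp4 and tbx2b, which helped to set the regions of heart 1. It was lower in the ventricle than in the atrium, with 0 of 5 past the test and 1 over the list alone (camera, adjusted p = 0.0065, and adjusted p = 0.00688 with an estimated correlation); the leading members are RGS6 and GNAO1, which act in signalling through G proteins. Pacemaker genes gave 9.28, 12.2 and 3.5 reads per 10000 in the sinoatrial region and 6.08, 17.2 and 19.2 in the atrium. Autonomic receptor genes did not pass in the sinoatrial region (8 genes, 0 called; camera, adjusted p = 0.122) or between ventricle and atrium (7 genes, 0 called; camera, adjusted p = 0.0774).

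**Figure D6:**
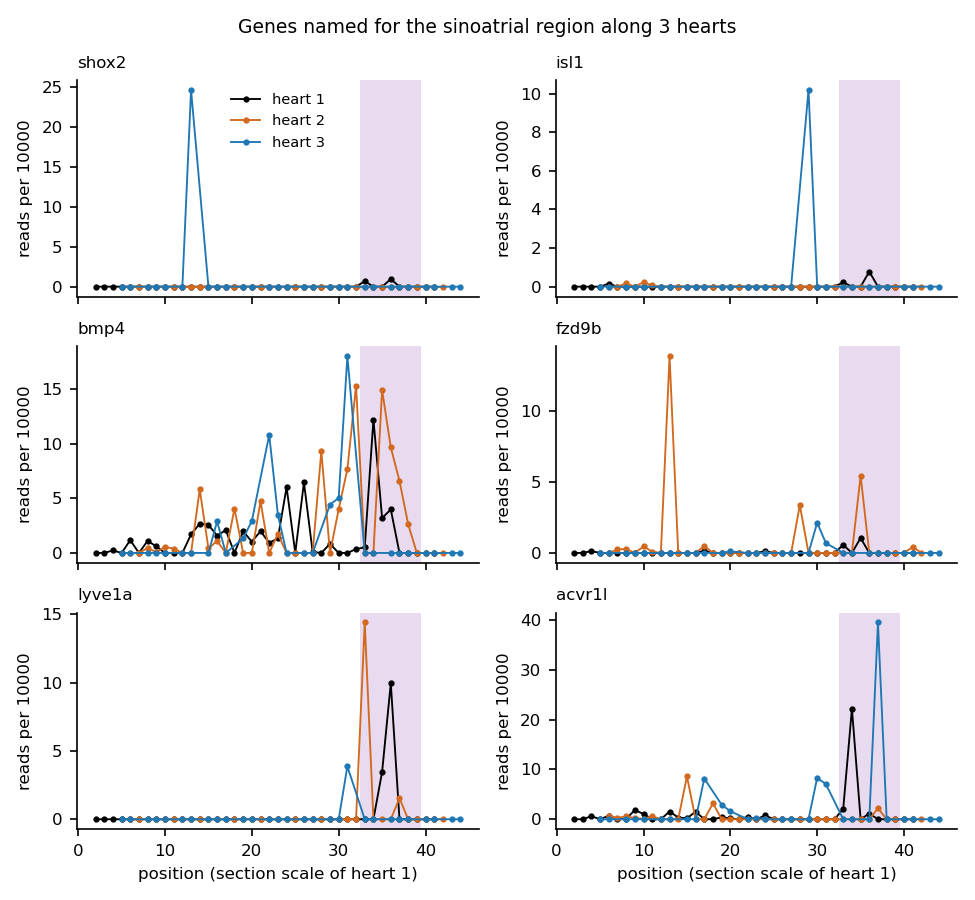
Reads per 10000 gene reads of genes the paper names for the sinoatrial region, along hearts 1, 2 and 3 on the section scale of heart 1.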

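The hippo pathway, a kinase cascade that limits growth through lats1 and lats2, was tested as a fixed list over 3 hearts. Its 17 measured genes had a median log2 fold change of -0.96 in the sinoatrial region, above the median of all genes, with 0 past the test (camera, adjusted p = 0.0487, but adjusted p = 0.595 with an estimated correlation). Between ventricle and atrium the same list did not pass (12 genes, 0 called; camera, adjusted p = 0.915).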

Interestingly, *hippo signaling* genes were enriched in the gene ontology analysis. Indeed, the *tomo*-seq dataset contained several components of active hippo signaling, *sav1*, *stk3* and *lats1/2* that were differentially expressed in the sinoatrial region. Moreover, we noticed that several components of the Wnt-signaling pathway were amongst the genes enriched in the sinoatrial region, such as *casein kinase 1, alpha 1* (*csnk1a1*), *frizzled homolog 2* (*fzd2*) and *frizzled homolog 9b* (*fzd9b*) (Figure 4C,F and Figure 5—figure supplement 1). 

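All 4 genes have few reads in the sinoatrial sections of heart 1: 14 for the scaffold gene sav1, 14 for the kinase gene stk3, 11 for lats1 and 31 for lats2. Their shares of profile there are 45.1%, 44.2%, 65.2% and 66%, but as raw reads 20.3%, 20.0%, 17.7% and 27.7%. Relative to all genes lats2 was 4.31 log2 units higher over sections (adjusted p = 0.0924, quasi-likelihood test), lats1 3.92, stk3 3.17 and sav1 3.09, none past an adjusted p under 0.05 even with sections of 1 heart taken as samples, which makes p too small. These p-values test the fold changes before the shift, and the relative values were not tested. Before the shift lats1 falls from 2.73 to 1.04 without section 34 and lats2 from 3.12 to 2.1 without section 35, and TMM gives 1.09 and 1.92. Hearts 2 and 3 have 0 sinoatrial reads of lats2. In heart 2 the sinoatrial window carried 48.6% of the lats1 profile (107 reads in that heart), 10.1% of that of sav1 and 0.0% of that of stk3. In heart 3 it carried 0.0% of the profiles of lats1 (1 read in that heart) and sav1, and stk3 had 0 reads.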

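The kinase gene csnk1a1, whose product marks beta-catenin for breakdown, had 73 sinoatrial reads in heart 1 (1.91 per 10000), against 0.924 and 0.699 per 10000 in hearts 2 and 3. The Wnt receptor gene fzd2 had 32 (0.839 per 10000), 0.856 per 10000 in heart 2 and 0 reads in heart 3. Over the sections of heart 1, relative to all genes, csnk1a1 was 4.65 log2 units higher (adjusted p = 0.0463), fzd9b 4.27 (adjusted p = 0.0224) and fzd2 3.9 (adjusted p = 0.118, quasi-likelihood test, all too small because the sections are from 1 animal). The median of all genes over 3 hearts was -2.09. Relative to it csnk1a1 stood at 1.7, fzd2 at 1.35 and fzd9b at 2.49 (adjusted p = 0.916 for fzd9b, quasi-likelihood test). All p-values given for these 3 genes test the fold changes before the shift. Of these genes only fzd9b was higher in the sinoatrial region before the shift. For 2 of them the values over sections rest largely on section 34: before the shift fzd2 falls from 2.71 to 0.24 without it (0.95 with TMM) and csnk1a1 from 3.46 to 1.55 (1.87 with TMM). That section holds 58.1% of the csnk1a1 profile from 27 reads, and the sinoatrial sections hold 69.8% of its profile but 21.7% of its raw reads.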

Finally, the differential gene expression analysis identified *lymphatic vessel endothelial hyaluronic receptor 1a* (*lyve1a*) as being upregulated in the sinoatrial region. 

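All 141 reads of lyve1a in heart 1, or 3.7 per 10000, lie in the sinoatrial window, 115 of them in section 36. Heart 2 had 39 reads there (1.33 per 10000), and heart 3 had 39 in the atrial window and 0 in the sinoatrial one. In summed reads of heart 1 it was at least 679-fold higher than in the rest (adjusted p = 7.99e-04 over sections, quasi-likelihood test, too small for sections of 1 animal). Over 3 hearts it stood 9.42 log2 units higher, relative to all genes, with adjusted p = 0.185 in the quasi-likelihood test for the value before that shift. Between the chambers lyve1a was at least 228-fold lower in the ventricle, with 0 ventricular reads in 3 of 3 hearts (adjusted p = 1.51e-04, quasi-likelihood test).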

The *lyve1* gene is a marker for lymphatic endothelium. Further factors associated with the lymphatic system were expressed in the sinoatrial region (*prox1a*, *prox1b*, *nr2f1a*, *nr2f2*, *elmo1* and *foxj2*), suggesting that, as in the mammalian heart, cardiac lymphatics can develop from the sinus venosus (Klotz et al., 2015).

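The 2 rows named after human NR2F1, a nuclear receptor, lie at opposite ends of heart 1: the first has 88.7% of its profile in section 4 and the second 58.1% in sinoatrial sections (107 reads; 49 in heart 2, 0 in heart 3). Its relative nr2f2, a regulator of venous and lymphatic identity, has 87.3% of its profile but 29.6% of its raw reads in section 2, and 27 sinoatrial reads (2.1% of profile, 12.7% of raw reads). PROX1, the lymphatic homeodomain gene, had 361, 70 and 201 of its 495, 228 and 424 reads in the ventricles and 59, 20 and 0 in the sinoatrial regions of hearts 1, 2 and 3. For foxj2, 6 of 11 reads lie in section 34, and no row was found for elmo1, which is not analysed here. The list of lymphatic genes was named by the paper from these samples, so it is no independent evidence of its direction. In the sinoatrial region it did not pass over 3 hearts (5 genes, 0 called; camera, adjusted p = 0.105), and over sections of heart 1, with p too small for 1 animal, 3 of 5 were upregulated (Fisher's exact test, adjusted p = 0.0315). It was lower in the ventricle than in the atrium, with 1 of 4 past the test, lyve1a, and 2 over the list alone (camera, adjusted p = 0.00731, and adjusted p = 0.00776 with an estimated correlation).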

In conclusion, the *tomo*-seq dataset reveals cardiac sub-compartment-specific transcriptomes and has the potential to identify novel pathways that regulate the development or function of specific domains and structures within the heart.

### Wnt/β-catenin signaling activity in pacemaker cells

Since there is very little known about the regulation of pacemaker development, we focused our attention on the transcriptome of the sinoatrial region. 

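Receptors, ligands and extracellular inhibitors of Wnt signalling, among them fzd2, fzd9b and SFRP5, had a median log2 fold change of -1.08 over 3 hearts in the sinoatrial region, where the median of all genes was lower still. Of 16 such genes 0 passed the test (camera, adjusted p = 0.0528, and adjusted p = 0.595 with an estimated correlation). The 21 intracellular components and targets, which include ctnnb1, had 0 past the test and a median of -2.43 (camera, adjusted p = 0.74). Between ventricle and atrium neither list passed (camera, adjusted p = 0.212 and 0.721).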

As mentioned above, several genes that encode for Wnt signaling pathway components were enriched in the sinoatrial region. Wnt ligands bind to Frizzled (Fzd) receptors to activate intracellular β-catenin signaling, which plays multiple roles during cardiac development (reviewed in [Gessert and Kühl, 2010]). Depending on the developmental stage, Wnt/β-catenin signaling has either positive or negative effects on cardiomyocyte differentiation (Tzahor, 2007; Gessert and Kühl, 2010; Ueno et al., 2007). In addition, Wnt/β-catenin signaling in the atrioventricular (AV) canal induces the formation of endocardial cushions, giving rise to the AV valves, and the electrophysiological properties of the AV canal myocardium by slowing down electrical conductivity (Hurlstone et al., 2003; Verhoeven et al., 2011; Gillers et al., 2015). Even though Wnt/β-catenin signaling has been studied extensively in the heart, a role in pacemaker development has not been reported.

Expression of the Wnt receptor *fzd9b* was detected in sections 33–39 and whole mount in situ hybridization confirmed its expression in the sinoatrial region (Figure 4F). In addition, expression of the Wnt inhibitor *apcdd1l* was observed in the atrium, but its expression was absent from sections 33 to 39, defining the sinoatrial region (Figure 4—figure supplement 1B). 

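The receptor gene fzd9b had 18 of its 32 reads of heart 1 in these sections (0.472 per 10000; 95% limits 0.298 to 0.746), which is 80.4% of its profile and 56.2% of its raw reads, with 7 reads in the outflow tract and 4 in the ventricle. In heart 2 it had 27 reads in the atrial window (1.27 per 10000), 11 in the sinoatrial window (0.376 per 10000) and 60 in the outflow tract. In heart 3 the atrial window held 50 of 58 reads and the sinoatrial window 0.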

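The gene apcdd1l, related to an inhibitor of Wnt receptors, stood at 3.82 reads per 10000 in the atrium of heart 1 (312 reads; 95% limits 3.42 to 4.27) and at 1.57 in sections 33 to 39 (60 reads; 1.22 to 2.02), which carry 6.4% of its profile and 13.8% of its raw reads. The atrial window ends at section 37, so the 2 overlap and the 60 reads are among the 312. Of the 60, 49 lie in section 33, the first of these sections, 10 in section 35 and 1 in section 36. Heart 2 gave 7.64 and 5.68 per 10000 (166 sinoatrial reads), and heart 3 gave 0.76 (34 reads) and 0. Against the ventricle it was -3.73 log2 units over 3 hearts relative to all genes, higher in the atrium (SE 0.8; adjusted p = 9.24e-03, quasi-likelihood test).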

From these results, we hypothesized that Wnt signaling is locally activated in the sinoatrial region. To test this further, we analyzed a Wnt-reporter line containing a transgene with 7 repeats of a TCF-binding site upstream of mCherry (Moro et al., 2012). To identify the Isl1^+^ pacemaker cells, we made use of a transgenic *tg(Isl1:GFF;UAS:GFP)* line, further referred to as Isl1:GFP. Corroborating the hypothesis that Wnt/β-catenin signaling is activated in the sinoatrial junction, we observed cells that co-expressed both the *TCF:mCherry* reporter as well as the Isl1:GFP reporter in the sinoatrial region (Figure 5A–D’). In addition, TCF-mCherry-positive cells were also located in the AV canal, a cardiac sub-domain in which Wnt-signaling plays a known role (Gillers et al., 2015; Hurlstone et al., 2003; Verhoeven et al., 2011) (Figure 5C). Thus, Wnt-signaling is activated in the Isl1^+^ cardiac pacemaker cells. In both zebrafish and mouse embryos lacking functional Isl1, a progressive failure of pacemaker function leads to severe bradycardia and arrhythmia (de Pater et al., 2009; Tessadori et al., 2012; Liang et al., 2015). Isl1-GFP^+^ cells were still present in the sinoatrial region of *isl1* mutants (Figure 5A–B’ and E–F’), suggesting that pacemaker cell specification still occurs in the absence of Isl1, but that these cells fail to differentiate into functional pacemaker cells. To determine whether Wnt-signaling requires Isl1, we also crossed the TCF-Cherry reporter into the *isl1* mutants. Interestingly, Wnt/β-catenin activity was lost specifically in the Isl1-GFP^+^ cells of the *isl1* mutant embryos, while it was still detectable in the AV canal (Figure 5C,C’, G and G’). These results reveal that in developing pacemaker cells active Wnt/β-catenin signaling depends on Isl1 activity.

**Figure 5.**
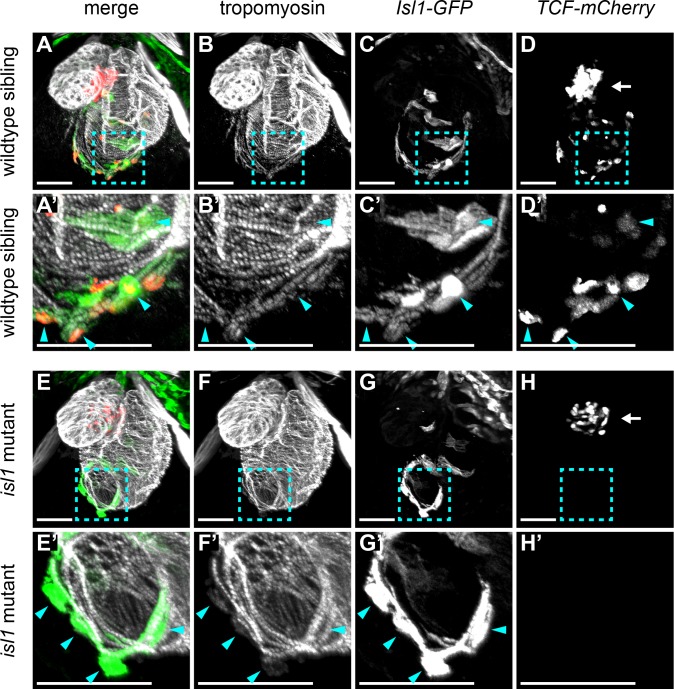
Wnt/β-catenin signaling in cardiac pacemaker cells. 3D reconstructions of confocal scans from whole mount embryos containing the *tg(7xTCFXla.Siam:nlsmCherry)* (reporting Wnt/β-catenin activity in red) and the *tg(Isl1:GFF;UAS:GFP)* (reporting isl1 expression and marking pacemaker cells in green) and stained for tropomyosin (myocardium in white). Anterior is up and posterior is down. Wild-type sibling (**A-D’**) and *isl1^K88X^* mutant (**E-H’**) embryos at 3 dpf. The blue dashed line boxes in **A-D** and **E-H** indicate the sinoatrial region shown enlarged in **A’-D’** and **E’-H’**, respectively. In wild-type hearts, Isl^+^ pacemaker cells (blue arrowheads) co-expressed TCF-mCherry. In *isl1*^-/-^ mutants, no TCF-mCherry expression was observed in the Isl1^+^ pacemaker cells (blue arrowheads). TCF-mCherry expression was also detected in the AV canal of wild type (**D**) and *isl1*^-/-^ mutants (**H**) (arrows). Scale bars represent 50 μm. See also Figure 5—figure supplement 1.

**Figure 5—figure supplement 1.**
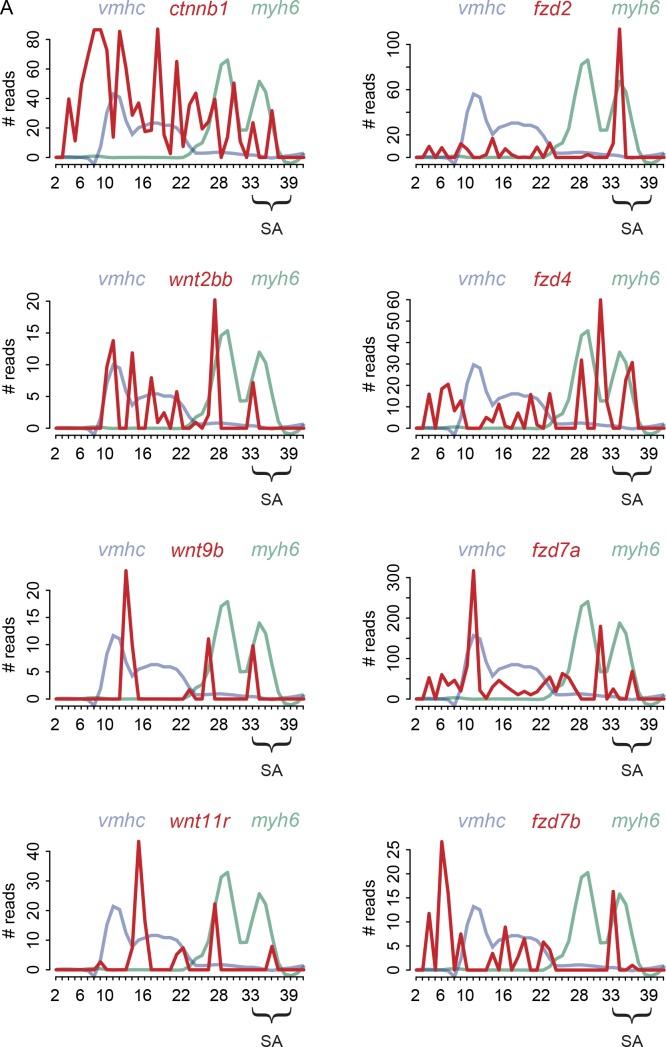
Expression profiles of Wnt-signaling components. (**A**) RNA expression plots of Wnt-signaling components expressed in the pacemaker domain (dark red). Superimposed expression profiles of ventricular marker gene *vmhc* (light blue) and atrial marker gene *myh6* (light green) outline the position of the two chambers. Smoothening (LOESS) was applied to *vmhc* and *myh6* graphs, span α = 0.3. SA, sinoatrial region.

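Other Wnt components show other shapes along heart 1. The beta-catenin gene ctnnb1 had 68, 197 and 21 sinoatrial reads in hearts 1, 2 and 3 and 911 reads (5.46 per 10000) in the outflow tract of heart 1. The ligand gene wnt11r had 181 ventricular and 8 sinoatrial reads in heart 1, wnt9b had 15 sinoatrial reads, and wnt2bb had 11, 29 and 0. Against the rest of the heart wnt9b was at least 37.2-fold lower in the outflow tract over 3 hearts (adjusted p = 0.00441, quasi-likelihood test). The 2 receptor rows named after human FZD7 had 26, 105 and 21, and 107, 371 and 36 sinoatrial reads. No row was found for fzd4, which is not analysed here.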

### Myocardial loss of Wnt/β-catenin signaling affects autonomic control of heart rate

To assess the role of canonical Wnt signaling in pacemaker cells, we used a previously reported TetON system, in which Wnt/β-catenin signaling can be inhibited by the inducible and tissue-specific overexpression of its endogenous inhibitor Axin1 (Knopf et al., 2010). Overexpression of Axin1 stabilizes the β-catenin destruction complex, resulting in the inhibition of canonical Wnt signaling (Nakamura et al., 1998). Since cardiac specification and differentiation is regulated by Wnt/ β-catenin signaling at various stages during development (Ueno et al., 2007), it was important to block Wnt/β-catenin in a tissue-specific and temporally controlled manner. In the TetON system, Axin1 overexpression can be driven by the myocardial *myl7* gene promoter to restrict expression to the myocardium (Knopf et al., 2010). Since pacemaker cells also express the *myl7* gene, we reasoned that the TetON system could be used to inhibit Wnt signaling in the myocardium including the pacemaker cells without affecting embryo development in general. As a functional read-out for pacemaker function, we analyzed heart rates of control and Axin1 overexpressing embryos by high-speed video imaging and image analysis at 3 dpf (Figure 6A). Surprisingly and in contrast to the decreased heart rates observed in *isl1*^-/-^ mutants (Tessadori et al., 2012; de Pater et al., 2009), inhibiting Wnt/β-catenin signaling by induction of Axin1 expression in the myocardium significantly increased cardiac contraction rates at 3 dpf (Figure 6B,C). Despite the 10–15% increase in heart rate, the beating pattern was still regular (see Figure 6—video 1 and Figure 6—video 2, and Figure 6—figure supplement 1). To determine at which point in development active Wnt signaling is required to regulate heart rate, we induced Axin1 expression at different time points and measured the effect on heart rate at 3 dpf. Only Axin1 overexpression specifically between 36 hpf and 52 hpf, when the TCF:mCherry reported active Wnt signaling in the pacemaker cells, significantly increased heart rate (Figure 6D).

**Figure 6.**
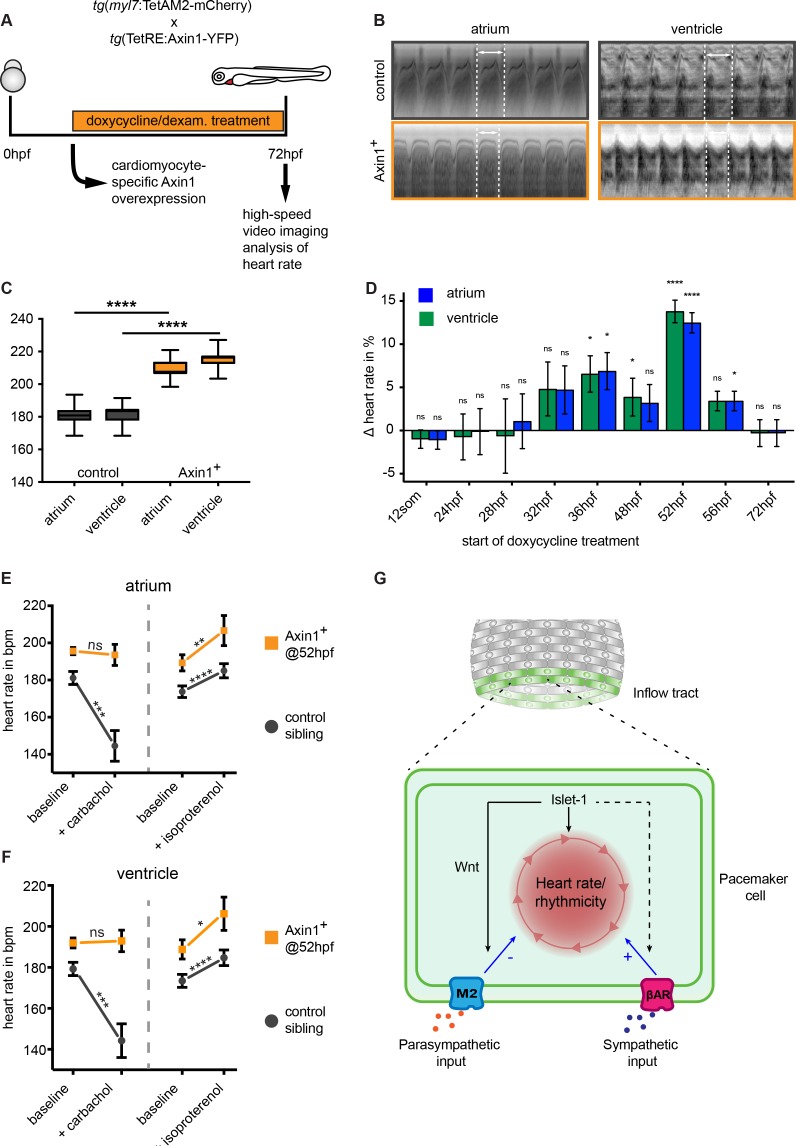
Wnt/β-catenin signaling regulates parasympathetic control of heart rate. (**A**) Experimental timeline. Embryos with the ubiquitous *tg(TETRE:Mmu.Axin1-YFP)^tud1^* and cardiomyocyte-specific *tg(myl7:TETAM2-2A-mCherry)^ulm8^* transgenes were incubated with doxycycline (25 μg/mL) plus dexamethasone (100 μM) to induce cardiomyocyte specific Axin1-YFP expression. Axin1-YFP was induced at different time points and the heart rate was measured at 3 dpf by high-speed video imaging and image analysis. (**B**) Atrial and corresponding ventricular kymographs from a representative mCherry^-^/YFP^-^ sibling control and an embryo with Axin1-YFP overexpression (Axin1^+^). Note the shorter period per full heartbeat (indicated by white dotted lines) in the Axin1 expressing embryo. Movies are available as Figure 6—videos 1 and 2, respectively. (**C**) Result of heart rate analysis (ventricle and atrium) on sibling and Axin1^+^ embryos, showing a significant increase in heart rate in Axin1^+^ embryos. (**D**) Relative changes in heart rate measured at 3 dpf after induction of Axin1 expression at various time points. ∆heart rate was calculated by using the heart rates measured in the Axin1^+^ group and the control group using the following formula: (Axin1-YFP^+^ - mCherry^-^/YFP^-^) / (mCherry^-^/YFP^-^) x 100%. Induction of Axin1-YFP expression between 32 hpf and 56 hpf resulted in increased heart rates at 3 dpf. See also Figure 6—videos 1 and 2. *n(control/Axin1^+^)* 9/6 (12som); 20/15 (24hpf); 10/7 (28hpf); 18/16 (32hpf); 10/8 (36hpf); 30/21 (48hpf); 37/28 (52hpf); 27/23 (56hpf); 30/29 (72hpf). Column bar graph plotting mean with SEM. Atrial (green) and ventricular (blue) analysis (**E–F**) Heart rates at 3 dpf of control (mCherry^-^/YFP^-^) or Axin1-YFP^+^ embryos at baseline or after treatment with the parasympathetic agonist carbachol or the sympathetic agonist isoproterenol. Atrial (**E**) and ventricular (**F**) measurements. (left *n* = 27 (control), 26 (Axin^+^); right *n* = 20 (control), 14 (Axin^+^)) (**G**) Proposed model for Isl1/Wnt function in cardiac pacemaker cells. Isl1 is a central factor in pacemaker cell development. Isl1 expression is restricted to pacemaker cells in which it is required to establish the rhythmic cycle of membrane depolarizations and heart contractions and the activation of Wnt/β-catenin signaling. Wnt/β-catenin signaling is required to establish M2 cholinergic receptor signaling, which allows parasympathetic signals (e.g. acetylcholine) to adjust the rate of rhythmic membrane depolarizations and heart contractions. βAR, β-Adrenergic Receptor. Statistical significance (unpaired (**D**) and paired (**E–F**) t-test) *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001. See also Figure 6—source data 1, Figure 6—figure supplement 1, Figure 6—figure supplement 2, Figure 6—figure supplement 3, Figure 6—video 1 and Figure 6—video 2. 10.7554/eLife.31515.017Figure 6—source data 1.Heart rate measurements and detailed statistics shown in Figure 6C–F.

**Figure 6—figure supplement 1.**
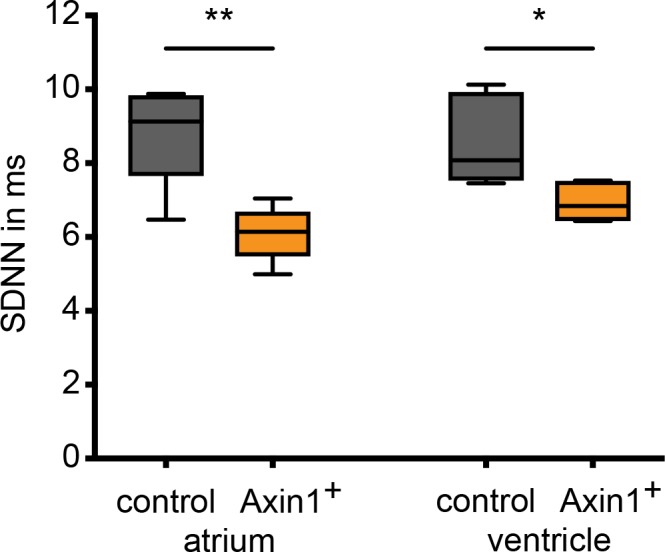
Heart rate variability in Axin1^+^ embryonic hearts. Heart rate variability (HRV) in control and Axin1 overexpression embryos (n = 5 for each condition). Standard deviation of NN intervals (SDNN) between heart beats was measured on atrial and ventricular kymographs over a period of 10 s. Wild-type siblings in gray, Axin1^+^ embryos in orange. HRV in Axin1^+^ embryos is decreased. Statistical significance (unpaired t-test) *p<0.05; **p<0.01. See also Figure 6—figure supplement 1—source data 1. 10.7554/eLife.31515.014Figure 6—figure supplement 1—source data 1.Heart rate measurements and detailed statistics shown in Figure 6—figure supplement 1.

**Figure 6—figure supplement 2.**
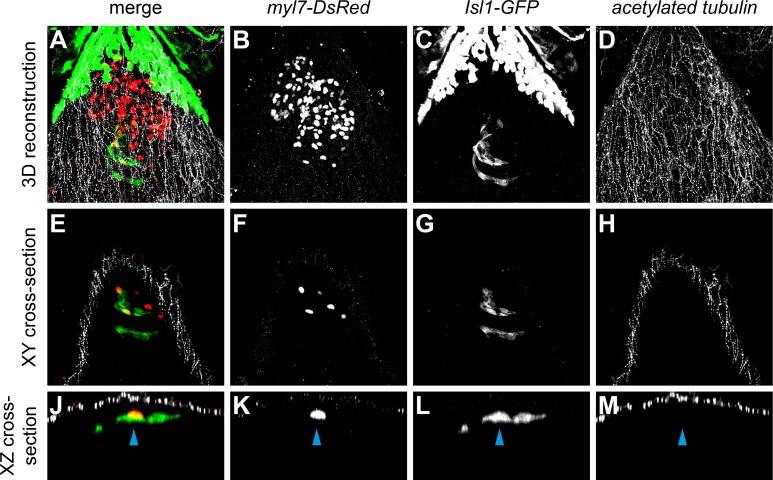
No neuronal innervation was detected in the 3 dpf heart. Confocal scans from whole mount embryos containing the *tg(myl7-DsRed)* (marking all cardiomyocytes) and the *tg(Isl1:GFF;UAS:GFP)* (reporting isl1 expression and marking pacemaker cells in green) and stained for acetylated tubulin (marking acetylated microtubules found in neurons and axons). Anterior is up and posterior is down. 3D reconstruction (**A–D**) and cross-sections (**E–M**). The skin immediately ventral to the heart is covered in axons. The Isl1-GFP-positive pacemaker cells (arrowhead) at the sinoatrial junction are not in direct contact with the acTubulin^+^ axons.

**Figure 6—figure supplement 3.**
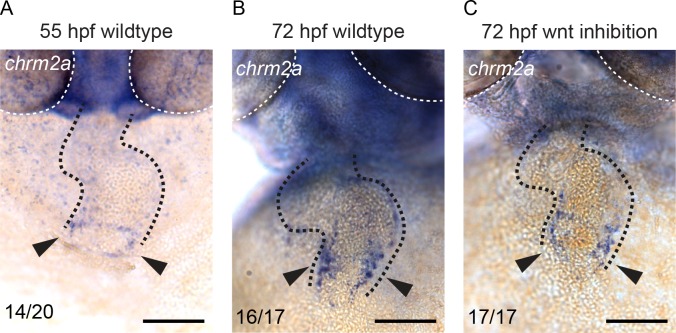
M2 muscarinic receptor is expressed at the venous pole. (**A–B**) In situ hybridization for the *muscarinic 2a cholinergic receptor* (*chrm2a*) in wild-type embryos at 55 hpf (**A**) and 72hpf (**B**). (**C**) ISH for *chrm2a* at 72 hpf in Axin1-YFP^+^ embryo (Wnt inhibition started at 52 hpf). Arrowheads indicate expression at the venous pole. Gray dashed line: location of the heart; white dashed line: location of the eyes. Anterior up. Scale bars represent 50 μm.

**Figure 6—video 1.** Bright-field video recording of a mCherry^-^/YFP^-^ sibling heart at 3dpf. Lateral view (ventral to the left, anterior on the top). Note the regular, sequential beating of the heart at approximately 160 bpm. Also see Figure 6B. The playback speed is set to 150 fps, matching acquisition speed.

**Figure 6—video 2.** Bright field video recording of a Axin-YFP^+^ TetON heart at 3dpf. Lateral view (ventral to the left, anterior on the top). The embryo was treated with doxycycline/dexamethasone from 52hpf onwards. Note the significantly elevated heart rate of approximately 250bpm. Also see Figure 6B. The playback speed is set to 150 fps, matching acquisition speed.

The autonomic nervous system controls heart rate by influencing the activity of the ion channels on the surface membrane through G-protein coupled β-adrenergic and cholinergic receptors (Gordan et al., 2015). These receptors are expressed in the Isl1^+^ pacemaker cells (Stoyek et al., 2016) and can be stimulated by isoproterenol and carbachol respectively. We have previously observed similarly high heart rates in zebrafish embryos treated with isoproterenol (Lodder et al., 2016), suggesting that the observed increase in heart rate could be related to impaired autonomic control. To address this, we first induced Axin1 overexpression, followed by incubation of the embryos with either carbachol, a parasympathetic agonist, or isoproterenol, a sympathetic agonist (Hsieh and Liao, 2002; Dlugos and Rabin, 2010). While control embryos showed a significant reduction in heart rate after addition of carbachol, the reduction in heart rate was abolished in Axin1 overexpressing embryos (Figure 6E–F). Despite their already high heart rate, the Axin1-overexpressing embryos still responded to isoproterenol by increasing their heart rate further (Figure 6E–F). This resulted in extreme heart rates of up to 266 bpm in some of the embryos with ectopic Axin1 expression and incubated with isoproterenol. Together, these results indicate that Wnt/β-catenin signaling in the heart regulates the parasympathetic, but not the sympathetic control of heart rate. At the examined embryonic stage, the heart still lacks any direct innervation by the nervous system (Figure 6—figure supplement 2). However, *muscarinic cholinergic receptor 2a* (*chrm2a*) encoding for the muscarinic M2 receptor responsible for parasympathetic regulation of the heart rate is expressed in the sinoatrial region of the adult zebrafish heart (Stoyek et al., 2016) as well as the embryonic heart (Steele et al., 2009; Thisse et al., 2004). At 2 and 3 dpf, *chrm2a* was expressed in the sinoatrial region of the heart (Figure 6—figure supplement 3A,B). Overexpression of Axin1 resulted in a slight reduction in the expression of *chrm2a* (Figure 6—figure supplement 3C), indicating that Wnt/β-catenin can work at the level of the M2 receptor.

Together, our results reveal a new role for Wnt/β-catenin signaling in the autonomic control of heart rate by regulating the response of pacemaker cells to parasympathetic stimuli (Figure 6G).

## Discussion

Recently, transcriptome maps with spatial resolution were made of the murine heart (DeLaughter et al., 2016; Li et al., 2016). These maps were made by combining microdissection of embryonic hearts with single-cell mRNA-seq. Although these transcriptome maps contain single-cell expression data, the microdissection limited their spatial resolution. In addition, rare cell types may have been missed since not all cells within the heart were sequenced. In comparison, the *tomo*-seq transcriptome map was made by sectioning the entire heart in cryosections of 10 μm thickness. The high resolution and inclusion of all cardiac cells using the *tomo*-seq method likely explains why we were able to identify more differentially expressed genes even in a rare cell type such as the pacemaker cells. We established a comprehensive transcriptome map that includes the expression patterns of all genes expressed in the 2-day-old zebrafish heart. The 502 genes differentially expressed in the sinoatrial region encompass many uncharacterized ones, indicating the potential value of this dataset for revealing new pathways that regulate pacemaker development. A limitation of the *tomo*-seq transcriptome map is that the gene expression information is not cell-type specific, which can be resolved by additional in situ hybridizations or combining *tomo*-seq with single-cell mRNA sequencing.

Wnt/β-catenin signaling in the AV canal regulates the expression of *bmp4* and *tbx2* (Verhoeven et al., 2011). Although *bmp4* and *tbx2* are also expressed in the sinoatrial region, this expression does not depend on Wnt/β-catenin signaling ([Verhoeven et al., 2011] and data not shown). We found that Isl1 is required for the activation of Wnt/β-catenin signaling in the sinoatrial region (Figure 5). Since *isl1* is not expressed in the AV canal (Hami et al., 2011; Tessadori et al., 2012), and since we observed active Wnt/β-catenin signaling in the AV canal of *isl1*^-/-^ mutants (Figure 5G), we conclude that Wnt/β-catenin signaling plays different roles in the AV canal and sinoatrial region.

We found that Wnt/β-catenin signaling activity is required between 36 hpf and 52 hpf to reduce the heart rate (Figure 6D). This was unexpected since *isl1*^-/-^ mutant hearts have a severely reduced heart rate (de Pater et al., 2009; Tessadori et al., 2012). To explain these seemingly contradicting observations we propose a model in which Isl1 has a very central role in establishing pacemaker cell differentiation, while Wnt has a more specific downstream role during pacemaker function (Figure 6G). We hypothesize that Isl1 regulates the expression of factors that are essential to drive the rhythmic membrane depolarizations, which is specific for pacemaker cells and absent from atrial cardiomyocytes. Without Isl1 the heart beat is maintained at low frequency since embryonic cardiomyocytes are able to spontaneously depolarize their membrane and contract, explaining the low beating frequency observed in *isl1*^-/-^ mutants (de Pater et al., 2009; Tessadori et al., 2012). When the cardiomyocytes mature, and lose their ability to spontaneously contract, the heartbeat of *isl1*^-/-^ mutants stops since the rhythmic membrane depolarizations were not established. In addition, Isl1 induces Wnt/β-catenin signaling in the pacemaker cells to establish parasympathetic control of the rhythmic membrane depolarizations. Since parasympathetic input through acetylcholine and muscarinic cholinergic receptors (mAChRs) decreases the heart rate, an increase in heart rate was observed after inhibiting Wnt/β-catenin signaling. Furthermore, we observed that carbachol, an acetylcholine agonist, was unable to reduce heart rate in embryos in which Wnt/β-catenin signaling was inhibited, indicating regulation at the level of the receptor or of downstream signaling. The M2 mAChR is expressed in the zebrafish heart from 30 hpf onwards and by 3dpf the autonomic response is mature (Hsieh and Liao, 2002; Dlugos and Rabin, 2010; Shin et al., 2010). Expression of the M2 mAChR was reduced after inhibiting Wnt/β-catenin signaling (Figure 6—figure supplement 3A), suggesting that Wnt/β-catenin signaling effects M2 receptor levels.

In summary, the spatially resolved transcriptome map of the embryonic heart provides an unprecedented opportunity to uncover novel mechanisms of cardiac development. The here identified Wnt-dependent mechanism to establish autonomous control of heart rate could be beneficial to ongoing efforts in creating biological pacemakers, which currently lack parasympathetic control (Protze et al., 2017).

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Danio rerio*)	*mb*	NA	ZDB-GENE-040426–1430	
Gene (*D. rerio*)	*smtnl1*	NA	ZDB-GENE-050306–23	
Gene (*D. rerio*)	*anxa5b*	NA	ZDB-GENE-030131–9076	
Gene (*D. rerio*)	*pdgfaa*	NA	ZDB-GENE-030918–2	
Gene (*D. rerio*)	*fzd9b*	NA	ZDB-GENE-000906–4	
Gene (*D. rerio*)	shox2	NA	ZDB-GENE-040426–1457	
Strain, strain background (*D. rerio*)	Tupfel long fin (TL)	ZIRC,Eugene, OR	ZDB-GENO-990623–2	
Genetic reagent (*D. rerio*)	Tg(UAS:GFP)	Kawakami lab Asakawa 2008	ZDB-FISH-150901–15231	
Genetic reagent (*D. rerio*)	Tg(Isl1:GFF;UAS:GFP)hu10018tg	this paper		see Material and methods section
Genetic reagent (*D. rerio*)	Tg(7xTCFXla.Siam:nlsmCherry)	this paper		The tg(7xTCF-nlsmCherry) wnt-signaling reporter line was established in a TL wildtype background using the pDEST-7xTCF-nlsmCHERRY-polyA construct (Moro et al., 2012) received from the Smith lab (IMB, Brisbane, Australia).
Genetic reagent (*D. rerio*)	isl1 mutant line. isl1sa29	ZIRC, Eugene, OR	ZDB-GENO-990623–2	
Genetic reagent (*D. rerio*)	Tg(myl7:EGFP): twu26tg	ZIRC, Eugene, OR	ZDB-FISH-150901–23018	
Genetic reagent (*D. rerio*)	Tg(TETRE:Mmu.Axin1-YFP)tud1: tud1Tg	ZIRC, Eugene, OR, Gilbert Weidinger, Knopf 2012	ZDB-FISH-150901–26117	
Genetic reagent (*D. rerio*)	Tg(myl7:TETAM2-2A-mCherry)ulm8: ulm8Tg	ZIRC, Eugene, OR, Gilbert Weidinger, Knopf 2013	ZDB-ALT-151214–5	
Antibody	Anti-GFP (Chicken Antibodies, IgY Fraction)	Aves Labs, Tigard, OR	Cat# GFP-1010; RRID: AB_2307313	1:500
Antibody	Living Colors DsRed Polyclonal Antibody	Clontech,Mountain View, CA	Cat# 632496; RRID: AB_10013483	1:200
Antibody	Monoclonal Anti-Acetylated Tubulin antibody	Sigma-Aldrich	Cat# T7451; RRID: AB_609894	
Antibody	Monoclonal Anti-Tropomyosin (Sarcomeric) antibody	Sigma-Aldrich	Cat# T9283; RRID: AB_261817	1:200
Recombinant DNA reagent	BAC clone CH211-219F7	BACPAC Resources Center (BPRC), Oakland, CA	ZDB-BAC-050218–781	
Recombinant DNA reagent	pDEST-7xTCF-nlsmCHERRY-polyA	Moro et al. (2012) provided by Kelly Smith	ZDB-TGCONSTRCT-110113–2	
Commercial assay or kit	TruSeq small RNA sample prep Kit	Illumina, San Diego, CA	RS-200–0012 or −0024,–0036, −0048	
Commercial assay or kit	MessageAmpII Kit	Ambion, Foster City, CA	AM1751	
Chemical compound, drug	Doxycycline hyclate	Sigma-Aldrich	D9891; CAS:24390-14-5	
Chemical compound, drug	Dexamethasone	Sigma-Aldrich	D1756 CAS:50-02-2	
Chemical compound, drug	Isoprenaline hydrochloride	Sigma-Aldrich	I5627; CAS:51-30-9	
Chemical compound, drug	Carbamoylcholine chloride	Sigma-Aldrich	C4382; CAS:51-83-2	
Software, algorithm	RStudio		https://www.rstudio.com/ RRID:SCR_000432	
Software, algorithm	Imaris data visualization software	Bitplane, Zürich, Switzerland	http://www.bitplane.com/imaris/imaris RRID:SCR_007370	
Software, algorithm	HoKaWo Image acquisition module	Hamamatsu, Shizuoka, Japan	https://www.hamamatsu.com/eu/en/product/alpha/I/5006/U9304/index.html	
Other	Resource website with the complete 2dpf heart dataset	This paper	http://zebrafish.genomes.nl/tomoseq/	

### Contact for reagent and resource sharing

Further information and requests for reagents may be directed to, and will be fulfilled by the Lead Contact, Dr. Jeroen Bakkers, .

### Experimental model and subject details

#### Zebrafish

Fish used in this study were kept in standard conditions as previously described (Westerfield, 1995). Tupfel long fin (TL) wildtype, *isl1K88X (isl1^sa29/sa29^)* (de Pater et al., 2009) mutant and *tg(myl7:EGFP)^twu26^* (Huang et al., 2003) transgenic zebrafish lines were available from ZIRC, Eugene, OR. The TetON lines, ubiquitously expressed *tg(TETRE:Mmu.Axin1-YFP)^tud1^* and cardiomyocyte-specific *tg(myl7:TETAM2-2A-mCherry)^ulm8^* were received from the Weidinger lab (Ulm University, Germany) and crossed to obtain double transgenic embryos for wnt knockdown experiments. The Islet-1 reporter line *tg(Isl1:GFF;UAS:GFP)^hu10018tg^* is an independent allele of a previously published line (Tessadori et al., 2012). Details on the generation of the transgenic line in *tg(UAS:GFP)* embryos (Asakawa et al., 2008) are given below. The *tg(7xTCF-nlsmCherry)* wnt-signaling reporter line was established in a TL wild-type background using the pDEST-7xTCF-nlsmCHERRY-polyA construct (Moro et al., 2012) received from the Smith lab (IMB, Brisbane, Australia). All studies involving vertebrate animals were performed with institutional approval in compliance with institutional ethical guidelines.

### Method details

#### Tomo-sequencing

TL wildtype hearts were manually dissected from live 2-day-old zebrafish embryos. The heart tube was quickly transferred to Jung tissue freezing medium (Leica), carefully straightened and frozen on dry ice. The heart samples were cryo-sectioned in anterior to posterior direction with a thickness of 10 μm per section. Total RNA was isolated using Trizol (Ambion, Foster City, CA). An ERCC RNA spike-in mix (Ambion, Foster City, CA) was added for normalization. The sections were processed individually, barcoded and processed for RNA sequencing as previously described in detail (Kruse et al., 2016; Junker et al., 2014). Illumina sequencing libraries were generated and sequenced using the NextSeq platform.

#### Data analysis

Independent tomo-seq datasets were established for three wild-type hearts. Based on statistical parameters (total read count, mappability of raw reads, tissue orientation and spatial separation of the two main chambers) and expression peaks for known cardiac genes, the most robust heart sample (heart #1) was chosen for further detailed analysis. All three datasets can be accessed via the tomo-seq website (http://zebrafish.genomes.nl/tomoseq/Burkhard2017/).

The raw data is accessible under GSE104057. (Password for reviewer access: gbsniksgjfunvcb).

Bioinformatical analyses were performed with R software (R Core Team, 2013) using custom-written code (see source code file). The individual gene read counts were first normalized against the total counts per section before re-normalization to the median of the total reads per section. Thus, ensuring rough equivalence between read count numbers and original number of mapped raw reads. In addition, expression reads were normalized to the total spike-in read count to limit technical bias. The number of sequencing reads mapped for individual genes were plotted per section. LOESS (locally weighted scatterplot smoothening) with a smoothening parameter (span) of α = 0.2 (Figure 4, Figure 4—figure supplement 1) or α = 0.3 (Figure 2, Figure 3, Figure 5—figure supplement 1) was applied.

For Pearson’s correlation analysis, all genes expressed at >4 reads in >1 section were selected prior to total-read-normalization. Based on the log2-fold-change (zlfc) of the *Z* score of all genes, correlation was calculated across the transcriptome for each pairwise combination of sections. Hierarchical clustering analysis on the entire dataset (after *Z* score transformation) was performed on all genes with a peak in >3 consecutive sections (*Z* score >1.2). Comparative analysis of regional gene expression profiles was done using the EdgeR package (Robinson et al., 2010). Regions of interest were determined by expression of known cardiac marker genes. Genes significantly upregulated in ROI (log2 fold change >2; p-value<0.05) were retrieved from the dataset and used for GO term enrichment analysis using the DAVID functional annotation tool (Huang et al., 2009b; Huang et al., 2009a).

#### In-situ hybridization

For in-situ hybridization (ISH) TL wild-type embryos were fixed in 4% PFA-PBS overnight and dehydrated in methanol. ISH on 2-3 dpf embryos was carried out as previously described (Westerfield, 1995).

#### Generation of the Islet-1 transgenic line

The *tg(Isl1:GFF^hu10018tg^)* line was generated essentially as described previously (Tessadori et al., 2012; Bussmann and Schulte-Merker, 2011). An iTOL2_amp cassette for pTarBAC was inserted in the vector sequence of bacterial artificial chromosome (BAC) CH211-219F7, containing the full *isl1* locus. An expression cassette containing the GalFF gene (Asakawa et al., 2008) and kanamycin resistance gene was integrated at the ATG site of the 1 st exon of the isl1 gene. Primers used were (in lower case sequence homologous to BAC): isl1_Gal4FF_F 5’-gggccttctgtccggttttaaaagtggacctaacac cgccttactttcttaccATGAAGCTACTGT-CTTCTATCGAAC-3’ and isl1_KanR_R 5’-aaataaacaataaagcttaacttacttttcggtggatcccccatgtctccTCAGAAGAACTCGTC

AAGAAGGCG-3’. Red/ET recombination was done following the manufacturer’s protocol (Gene Bridges) with minor modifications. BAC-DNA isolation was carried out using a Midiprep kit (Life Technologies). 300 ng/µl of BAC-DNA was injected in *tg(UAS:GFP^nkuasgfp1aTg^*) embryos (Asakawa et al., 2008) in combination with 25 ng Tol2 mRNA. To establish the stable transgenic line, healthy embryos displaying robust isl1-specific fluorescence were selected and grown to adulthood.

#### Immunohistochemistry and image processing

3 dpf TL wild-type embryos were fixed in 2% PFA-PBS overnight. Immunohistochemistry was carried out as previously described (de Pater et al., 2009). The primary antibodies used were chicken αGFP (Aves Labs, Tigard, OR, RRID: AB_2307313, 1:500), rabbit αDsRed (Clontech, Mountain View, CA, AB_10013483, 1:200), mouse Anti-Acetylated Tubulin (Sigma-Aldrich (St. Louis, MO), AB_609894) and mouse αTropomyosin (Sigma, AB_261817, 1:200). All immunohistochemistry images are 3D reconstructions of confocal scans. Image processing was done using the Imaris data visualization software (Bitplane, Zürich, Switzerland). For image clarity, non-cardiac expression of the TCF-mCherry reporter line was removed (Figure 5).

#### Drug treatments in zebrafish embryos

Doxycycline (Sigma, D9891) was dissolved in 50% EtOH, kept as a 50 mg/ml stock solution and stored at −20°C in the dark. Dexamethasone (Sigma, D1756) was dissolved in 100% EtOH, kept as a 10 mg/ml stock solution and stored at −20°C in the dark. For induction of the TetON system, we used a final concentration of 25 μg/ml of doxycycline and 100 μM dexamethasone diluted in E3 medium. Embryos were treated in 6 cm dishes with a maximum of 30 embryos and kept at 28°C in the dark during the drug incubation. Efficient induction was confirmed by cardiomyocyte-specific YFP expression immediately prior to the heart rate analysis.

Carbamoylcholine chloride (*Carbachol*, Sigma, C4382) was dissolved in mQ water at a stock concentration of 50 mM. Isoprenaline hydrochloride (*Isoproterenol*, Sigma, I5627) was dissolved in mQ water at a stock concentration of 50 mM. Stock solutions were kept at −20°C for up to 1 week. A final concentration of 500 μM Carbachol or 100 μM Isoproterenol was used in 12 ml E3 medium.

#### High-speed imaging and analysis

Embryos were mounted in 0.25% agarose (Life Technologies BV) prepared in E3 medium with 16 mg/ml tricaine. Recording of embryonic hearts were performed with a high-speed CCD camera and HoKaWo Image acquisition module (Hamamatsu Photonics) at 150fps on a brightfield microscope (Leica). The temperature was kept at 28.5°C throughout the heart rate measurements using a controlled temperature chamber. Each heart was imaged for 10 s, capturing 30–40 consecutive cardiac cycles. For the carbachol/isoproterenol experiments, embryos were imaged before drug addition and after 30 min drug incubation to calculate relative change in heart rate. Image analysis was carried out with ImageJ (http://rsbweb.nih.gov/ij/). Statistical analysis was carried out using GraphPad Prism7 (GraphPad software).

### Quantification and statistical analysis

#### Bioinformatical analyses

Sequencing reads obtained from the paired-end Illumina sequencing were mapped to the zebrafish genome (Ensembl genome assembly Zv9) as described previously (Junker et al., 2014). All sequencing data analysis including normalization, single gene expression analysis, identification of expression patterns and clustering was performed in R (http://www.R-project.org/) using custom-written code (Source code) as well as publicly available packages (EdgeR).

The heart rate analyses were performed in ImageJ by manual measurement of each cardiac cycle. Box-whisker plots, outlier removal and statistical analysis was done in GraphPad Prism7 (GraphPad software). Further statistical details of experiments can be found in the figure legends.

### Data and software availability

#### Software

All software used in this study was obtained from publicly or commercially available resources.

#### Data resources

The processed tomo-seq dataset used is publicly available via the website: http://zebrafish.genomes.nl/tomoseq/Burkhard2017/

The raw data can be retrieved from the GEO database (GSE104057).

## Additional files

Source Code 1. R source code R script code used to process, analyze and visualize the tomo-seq datasets.

Transparent reporting form

### Major datasets

The following dataset was generated:

Burkhard SBBakkers J2017Spatially resolved RNA-sequencing of the embryonic zebrafish hearthttps://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE104057Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE104057)

How the deposited data were processed for this re-analysis (not part of the article)

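The authors deposited 3 tables, one per wild-type heart at 2 days post fertilization, with a whole-number read count for each gene and each 10 µm section. Per the authors' methods and notes, CEL-seq libraries were sequenced on an Illumina NextSeq, reads were mapped to the zebrafish genome Zv9 with BWA 0.6.2 among the tools named, and counts were made as in Junker et al., the study the methods cite. Whether molecular identifiers were used is not stated. The deposited counts are not normalized. Every value in the columns used is a whole number of at least 0, and for heart 1 the 1959 profiles held of the paper's source data are these counts scaled per section (1694 match exactly 1 gene, 265 more than 1). The tables have 96 columns each, of which 56, 48 and 67 lie outside the tissue sections given in the labels of hearts 1, 2 and 3 and were not used. Columns 17 to 24 of heart 1 were put in the order the labels call correct.

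Rows are Ensembl gene IDs and spike-ins; spike-ins were left out of totals and tests. Of 16023 gene IDs, 12905 (80.5%) have a symbol in the reference tables, 7966 of these the symbol of a human gene, which are printed in capitals and are the human match and not the zebrafish name. The vmhc row was taken as the one whose profile matches the paper's plot, since the name table gives it a human name; the other ventricular myosin row is named MYH7. Genes split between near-identical copies, such as myosins, globins and the paired rows of LMOD2, NR2F1 and FZD7, may share reads and are uncertain. No row was found for pdgfaa, csrp3, elmo1, fzd4, hcn4 and chrm2a. No genome of the authors' build was used, and no coordinates are given.

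Regions of heart 1 follow the paper: ventricle 12 to 22, atrium 27 to 37, AV canal 19 to 26 and sinoatrial region 33 to 39, with sections 12 to 18 and 27 to 37 as the chambers. The outflow tract was set at sections 4 to 10 from the dashed lines of the paper's Figure 3, read by eye; the paper's text gives the first 10 sections as the arterial pole. Hearts 2 and 3 were placed on the sections of heart 1 by a straight line through the weighted medians of vmhc and myh6. Counts were summed per region and heart, and the heart is the replicate (n = 3). Both regions of a comparison come from the same 3 animals, so the heart is a block in each test over 3 hearts; no correlation check was needed to decide this.

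The test used is a quasi-likelihood test on counts: a negative binomial fit with a common dispersion, Pearson residuals, and variances squeezed toward a trend by limma, with factors from a trimmed mean of M-values over 3 hearts and total gene reads over sections, and Benjamini-Hochberg adjustment. It was written for this work in base R. The plan named the quasi-likelihood test of edgeR, but edgeR and DESeq2 were not run, because the automatic check of units could not read these tables and so did not allow tools for counts. The model used here is a count model all the same, on values that were seen to be counts, and it took the place of a test on log2 values, which is what that check advises. The choice was made after results were seen. A limma fit on log2 values came first, and its fold changes followed the depth of the sections. A first count model called genes with no residual spread, a second used deviances, and the one kept was chosen for its behaviour on regrouped samples. The limma fit on log2 values is reported as an alternative, with counts that differ greatly (see the closing section).

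Over sections of heart 1 the thresholds are the paper's (log2 fold change over 2 and unadjusted p under 0.05), for genes with more than 4 reads in more than 1 section. Sections of 1 heart are not replicates. Gene lists were tested over 3 hearts with camera from limma (preset correlation 0.01, and with an estimated correlation as the alternative) and over sections by Fisher's exact test, each adjusted over the lists of a comparison. The 26 lists, fixed before the data were examined, are red blood cells; neutrophils and macrophages; endothelium and endocardium; AV valve and AV canal; sinoatrial pacemaker; proepicardium and epicardium; outflow tract and smooth muscle; fibroblast-like mesenchyme and matrix; cartilage; skin; neurons and brain; liver and yolk; skeletal muscle; cardiac sarcomere and calcium handling; tricarboxylic acid cycle; oxidative phosphorylation; glycolysis; hippo signaling; Wnt receptors, ligands and extracellular inhibitors; Wnt intracellular pathway and targets; lymphatic genes named by the paper; autonomic receptors and their signaling; cell cycle; immediate early and heat shock; ribosomal proteins; and mitochondrially encoded genes. A list enters a comparison with at least 3 tested genes. Named genes are those the paper names from the data, the 10 smallest p values per direction past the test with the same sign in every heart (the 5 smallest where none passes), up to 4 per described list, and the 5 smallest p values per direction over sections; values in the paper's tables had been seen when this rule was written.

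Limits on levels are 95% Wilson limits, a count of 0 has an upper limit of 3 counts, and a fold against 0 counts is a lower bound with 3 counts over the group in place of 0, computed on summed reads. All of these take reads as independent. Where several reads copy 1 molecule, the limits are too narrow and every "at least" fold is too high as a bound. Fitted log2 fold changes of such genes depend on the count added to each sum or section, and over sections they can lie below that bound. Where a fold change is given relative to the median of all genes, its p-value tests the value before that shift. The relative value itself was not tested. On simulated counts over 3 hearts, 4.4%, 4.2%, 4.8% and 5.2% of unchanged genes had p under 0.05 for the ventricle, AV canal, sinoatrial and outflow comparisons, with 3, 0, 0 and 1 called; of genes changed by a log2 fold change of 4, 54.5%, 45.8%, 10.9% and 16.9% were recovered, and of those changed by 3, 13.5%, 17.2%, 1.8% and 7.1% (3421, 5024, 5261 and 7691 genes). Over sections, 10.4%, 11.7% and 9.3% of unchanged genes had p under 0.05 for the ventricle, AV canal and sinoatrial comparisons, more than the 5% of a correct test. The simulated sections had 1 common dispersion, so the rate in real sections can be higher still. The simulated sums over 3 hearts also had 1 common dispersion, the one the model had fitted, and unchanged genes had the same level in both regions. Rates near 5% there largely follow from the model's own assumptions and do not show how it behaves on the real sums. Software: R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Reporter, mutant and staining experiments of the paper are not analysed here.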

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

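The tests on neutrophil and macrophage genes and on other splits of the samples were chosen after the results were seen. The tests on direction in hearts 2 and 3 and on oxidative phosphorylation genes were set before. Those set before draw in part on the count model, which was chosen after results were seen.

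Neutrophil and macrophage genes, which the paper does not discuss, stood at 79.2 reads per 10000 in the atrium of heart 1 and 41.5 in that of heart 2, against 1.4 and 1.61 in the ventricles. Neutrophil genes carry the list: the lysozyme gene lyz had 4857 atrial and 6 ventricular reads in heart 1, 712 and 0 in heart 2, and 0 and 14 in heart 3; npsn, a protease of neutrophils, had 889 and 4, 85 and 0, and 0 and 0. Some macrophage genes go the other way in hearts 1 and 2, the first row of MPEG1 with 0 atrial and 213 ventricular reads, 0 and 42, and 41 and 14, and CTSK with 0 and 23, 0 and 27, and 0 and 43. Division by low totals is argued against by the raw reads, 16.97 times as many in the atrium of heart 1, and expression by the atrium of every heart by heart 3, where the ratio was 0.915 (95% limits 0.694 to 1.19). The highest ratio, 56.6, is 61.9 times the lowest. Neutrophils lying in or at the atrium of some hearts are a candidate explanation, which does not extend to these macrophage genes. No difference between animals was tested. Over 3 hearts the list did not pass between ventricle and atrium (3 genes tested, 0 called, camera, adjusted p = 0.896). The genes lyz and npsn had reads in too few region sums to be among the 3, so this result does not bear on them.

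Genes upregulated in the regions of heart 1 were followed into hearts 2 and 3. For the ventricle 40.3% were higher in both other hearts, above 35.5%, the upper end of the 95% range of matched lists, which argues against counting noise of single sections and is consistent with a difference common to the 3 hearts. The shares for the atrium (23.4%, upper end 23.7%), AV canal (22.4%, 26.8%) and sinoatrial region (4.8%, 5.7%) lie within what matched lists give, so counting noise stays open there, and a difference common to the hearts cannot be told apart from it at these depths. Random splits of the sections of heart 1 do not exclude chance for the atrium (670; median of other splits 754; 24 of 30 splits as high), the AV canal (630; highest other 736; 7 of 30) or the sinoatrial region (449; highest other 548; 11 of 30). For the genes higher in the ventricle (1338; highest other 1108; 1 of 30), and both directions together (2008; 1758; 1 of 30), no random split called as many. Chance is not taken as excluded there either, since the splits mix neighbouring sections of 1 animal, which are alike (mean correlation 0.08), and the model was kept for its behaviour on regrouped samples.

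Oxidative phosphorylation genes were higher in the ventricle of each heart, for 67 of 73, 59 of 72 and 47 of 73 genes. With both regions thinned to 1 total per heart the list lay 0.97 log2 units above matched genes, so deeper ventricular sums do not account for it. The smallest of the 3 differences was 0.44, so it is not the work of 1 heart alone. The list lay 0.24 above the cardiac sarcomere list (95% bootstrap interval over genes 0.05 to 0.69). By the rule set before, a lower end above 0 counts against a larger share of heart muscle as the whole cause. The interval takes genes as independent and holds no spread over the 3 hearts. The sarcomere list also holds genes called toward either chamber, so it is no clean gauge of muscle share. This cause is therefore not decided. A higher level per ventricular muscle cell was not tested and may stay open as a hypothesis.

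Other signals lie in data the paper does not discuss. Outflow tract sections 4 to 10 of heart 1 had 951 upregulated genes at the paper's thresholds. PRUNE1 was at least 328-fold lower in the AV canal and FKBP8 higher (log2 fold change 5.75) over 3 hearts. Mesenchyme and matrix genes stood at 110 reads per 10000 in the sinoatrial region of heart 2, against 8.7 in heart 1 and 62.2 in heart 3.

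Over 3 hearts the 10 possible splits are too few for a share under 0.05: the real split called 48 genes between ventricle and atrium (highest other 289; 3 of 10 splits as high), 14 for the AV canal (404; 6 of 10), 8 for the sinoatrial region (380; 3 of 10) and 213 for the outflow tract (692; 5 of 10). Splits that call several times the real count point to a structure of the samples: they set most sums of some hearts against those of others. Among splits that part each heart, as the real one does, the highest others called 11, 20, 0 and 0; the model was kept for its behaviour on regrouped samples, so these low counts are no support for the real ones.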

How the results depend on the processing

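Settings chosen after the data were seen are a limma fit on log2 values, total reads with no further factor, and leaving out the most abundant gene. So are fold changes relative to the median of all genes and the MYH7 row as a landmark. The other settings were set before the data were examined. The count model they are fitted with, the main one included, was chosen after results were seen.

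Counts of genes depend strongly on the test and the placing of regions, and the cause was not tested unless stated. The 3-heart counts (48 for ventricle against atrium, 14 for AV canal, 8 for sinoatrial region, 213 for outflow tract) become 1, 4, 467 and 10 with limma on log2 values. With no replicate block, so that pairing within hearts is ignored, they are 151, 34, 975 and 396. With placement by proportional length they are 104, 19, 41 and 102. Median-of-ratios factors give 5 for the sinoatrial region and 104 for the outflow tract, leaving out sections under 10000 reads 5 and 330, no filter on low counts 40 for the outflow tract, total reads 22 for the AV canal, and the deposited order of sections 17 to 24 gives 9 for the AV canal. With ventricle sections 12 to 18 the first count is 17, with the AV canal against all other sections 68, with the sinoatrial region against atrial sections 27 to 32 it is 0 (108 at an unadjusted p under 0.05), and with outflow sections 2 to 11 it is 134. Leaving out 1 heart gives 22 (without replicate 1) to 41, 8 (without replicate 1) to 17, 1 (without replicate 1 or 2) to 95 (without replicate 3), and 0 (without replicate 1), 1 (without replicate 2) and 331 (without replicate 3).

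Over sections of heart 1 (2008, 630 and 449 genes), an adjusted p under 0.05 leaves 406, 17 and 117. Comparing each chamber with all other sections gives 863 and the AV canal likewise 309, limma on log2 values 962 for the AV canal and 75 for the sinoatrial region, and TMM 182 for the latter; leaving out 1 of its sections gives 368 to 439. Fold changes relative to the median of all genes give 890 higher in the ventricle and 771 in the atrium, 661 and 486. Clustered genes (250) fall to 42 with a z-score over 1.2 and to 82 with one over 1, in 4 or more sections. Lists past the test fall from 32 to 10 with an estimated correlation, and over sections from 7 to 2 at an adjusted p under 0.05.

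Splits into higher and lower moved with scaling. Ventricle against atrium had 36 higher and 12 lower, 26 and 14 with median-of-ratios, 17 and 16 with total reads and 5 and 12 with ventricle sections 12 to 18; the median of all genes was 0.53, 0.33, 0.20 and -0.13. The sinoatrial region had 3 higher and 4 lower with total reads against 0 and 8.

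Named genes past a test kept direction and call in 235 settings and direction alone in 43 for ventricle against atrium over 3 hearts, 94 and 72 for the AV canal, 71 and 33 for the sinoatrial region, and 171 and 81 for the outflow tract. Direction turned for ENSDARG00000080337 in the sinoatrial region (-0.59), to 0.21 with total reads and 0.15 against atrial sections 27 to 32. Over sections it turned for nr2f2, which was higher in the atrium than in the ventricle (-2.6). Against all other sections nr2f2 was lower in the atrium (3.01, with the sign of the ventricle comparison). Direction also turned with limma for myh6 in the AV canal (1.74), and for csnk1a1 (-0.01) and NR2F1 row 2 (-0.35) in the sinoatrial region. Without section 34, which holds nearly all their sinoatrial reads, direction turned for foxj2, neb and gtf2h3. For these, leaving out 1 section gives -0.33 to 4.73, -0.49 to 7.46 and -1.15 to 6.17. EIF3J gave -3.17 without sections under 10000 reads, and leaving out 1 section gives -2.91 (section 38) to 7.14.

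DESeq2's Wald test, edgeR's exact test and DESeq2 with poscounts factors were set beforehand and not run. Recovery was lowest for the sinoatrial region, with 10.9% of genes changed by a log2 fold change of 4 recovered over 3 hearts.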

Differences from the paper's values

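The limma fit on log2 values, the fit without the most abundant gene and the fold changes relative to the median of all genes were chosen after the results were seen. The other settings here were set before, but the count model they are fitted with, the main one included, was chosen after results were seen.

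At the paper's thresholds over sections of heart 1, ventricle and atrium were compared with each other, as in 1 plot of its Figure 4A, and the AV canal with the chambers, whereas its text compares each region with the rest of the dataset. The number of upregulated genes was 670 for the atrium, against the paper's 99; against all other sections it is 440, and no alternative set before the data were examined comes within 1.5 times, the lowest being 212 with an adjusted p under 0.05. For the ventricle it was 1338 against the paper's 196; against all other sections it is 423, an adjusted p under 0.05 gives 194, and TMM, no filter, shallow sections left out and the deposited order stay outside. For the AV canal it was 630 against the paper's 346; against all other sections it is 309, and the other settings stay outside. The sinoatrial count, 449, lies within 1.5 times of the paper's 502. Summed over the 4 regions, as the paper's 1143 is, the counts give 3087, and 1621 with every region against all other sections, which lies within 1.5 times; no other setting does (540 with an adjusted p under 0.05). Relative to the median of all genes the counts are 890, 771, 661 and 486 for ventricle, atrium, AV canal and sinoatrial region, and so the first 3 stay outside. The paper's test, as this one, took sections as samples, and the paper does not state which test of edgeR was run.

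Of 28 log2 fold changes in the paper's tables, 28 have the same sign here, 27 are smaller here, and 20 differ by more than the error, with a median of the paper's minus these of 1.28. Given as the paper's and then as found here, these are, for the ventricle, mb (8.8, 4.7) and hspb11 (6.76, 5.68); for the atrium, myh6 (11.19, 9.39), smtnl1 (9.06, 6.96), apcdd1l (5.77, 4.44), csnk1a1 (3.86, 2.5) and acvr1l (3.8, 2.39); for the AV canal, anxa5b (6.48, 5.04) and spp1 (6.24, 4.7); and for the sinoatrial region, neb (9.63, 7.21), gtf2h3 (7.56, 5.91), foxj2 (6.29, 4.36), shox2 (5.47, 3.71), acvr1l (4.83, 3.6), csnk1a1 (4.67, 3.46), fzd9b (4.5, 3.09), isl1 (4.46, 2.86), lats2 (4.15, 3.12), fzd2 (3.95, 2.71) and bmp4 (2.49, 1.62). Of these, hspb11, smtnl1, anxa5b, spp1 and shox2 have 0 reads in 1 of the groups, so their fitted values depend on the count added and are no estimate of a fold. With sections under 10000 reads left out, hspb11 (5.74), acvr1l (4.07), csnk1a1 (3.92), lats2 (3.41), fzd2 (3.07) and bmp4 (1.99) come within the error, all but hspb11 being values of the sinoatrial region. Leaving out section 33 does so for csnk1a1 (3.71), lats2 (3.39) and bmp4 (1.84), leaving out section 36, 37, 38 or 39 for lats2 (3.42, 3.17, 3.22 and 3.2), and leaving out section 35, 37, 38 or 39 for bmp4 (1.65, 1.72, 1.77 and 1.75). No other setting set beforehand closes any of these gaps. Leaving out the most abundant gene, chosen after seeing the values, does so for csnk1a1 and acvr1l in the atrium and for csnk1a1, lats2 and bmp4 in the sinoatrial region, and ends the call of 0 of 29, 1 of 19 and 1 of 28 named genes in the chamber, AV canal and sinoatrial comparisons; limma on log2 values, likewise chosen afterwards, does so for csnk1a1 in the atrium, and ends or turns 17 of 29, 12 of 19 and 18 of 28.

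The gaps depend on the scale. Elsewhere in this text fold changes are given relative to the median of all genes, which is 0.57 for ventricle against atrium, -0.06 for the AV canal and -1.19 for the sinoatrial region. On that scale 9 of the 28 differ by more than the error in place of 20, and the median gap is 0.65 in place of 1.28. In the sinoatrial region only neb (8.4) still differs, 1 of 14 in place of 11, with a median gap of 0.05; gtf2h3 (7.1), foxj2 (5.55), shox2 (4.9), acvr1l (4.79), csnk1a1 (4.65), fzd9b (4.27), isl1 (4.05), lats2 (4.31), fzd2 (3.9) and bmp4 (2.81) come within it. So do apcdd1l (5.01), csnk1a1 (3.07) and acvr1l (2.96) in the atrium, but not myh6 (9.96) and smtnl1 (7.52), and anxa5b (5.11) and spp1 (4.76) in the AV canal stay outside. The ventricular gaps grow, and rcan1a (6.48, 5.26) and tnnc2 (5.68, 4.09) then differ beside mb (4.13) and hspb11 (5.11). As for hspb11, tnnc2 has 0 reads in the atrium of heart 1, so its fitted value depends on the count added. With the shifted fold change and the p of the unshifted one, bmp4 is then called at the paper's thresholds in the sinoatrial region. By the same rule actn1 (1.84) is no longer called in the ventricle. No p was computed for a shifted fold change, so calls on this scale are not decided for genes such as sav1 (3.09).

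Other disagreements, and points left undecided, concern named genes. The paper describes nppa as absent from the non-working myocardium of the AV canal and the sinoatrial region. In heart 1 these windows stood at 30.8 and 32.4 reads per 10000, but both overlap the chamber windows, so these levels do not decide it. In sections 23 to 26, in neither chamber window, nppa stood at 24.9, 26.1, 13.1 and 15.3. In sections 38 and 39, past the atrial window, it had 0 reads among 1306 and 858 reads of genes. A section can hold parts of several regions. From the outflow tract nppa was close to absent, as the paper states. The paper describes apcdd1l as absent from sections 33 to 39. Of the 312 reads of the atrial window, which overlaps these sections, 60 lie there. Section 33, at the border, holds 49 of them, section 35 holds 10 and section 36 holds 1, so past the border few reads go against the paper in heart 1. The paper lists lats1, sav1, stk3 and bmp4 as upregulated in the sinoatrial region and csnk1a1 in the atrium. At its thresholds these were not called here, though all were higher in the count model. With the fold change relative to all genes and the p of the unshifted one, bmp4 passes. The shifted values were not tested, so the other genes stay undecided on that scale. The atrial call of csnk1a1 is reached with no filter on low counts, with shallow sections left out and with the atrium against all other sections, and, without the most abundant gene, chosen after seeing the values, those of csnk1a1 and stk3 are reached. The paper describes nr2f1a, nr2f2 and prox1 genes as expressed in the sinoatrial region, without stating a peak there. The gene nr2f2 peaks in section 2 (87.3% of its profile but 29.6% of its raw reads), with 2.1% and 12.7% in the sinoatrial region. The first NR2F1 row peaks in section 4. The second NR2F1 row does lie in the sinoatrial region, with its peak in section 36 and 58.1% of its profile (56.3% of raw reads) there. PROX1 has 47.4% of its profile in the ventricle and 11.8% in the sinoatrial region in heart 1 (72.9% and 11.9% of raw reads), and 55.3% in the latter in heart 2, from 20 reads. Tricarboxylic acid cycle and oxygen transport genes, which the paper finds enriched in the ventricle, were not enriched over sections here.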

Other observations

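No hypothesis is offered in this part, and the choice of what to describe in it was made after the results were seen.

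Genes of cells that are not heart muscle were read at levels that vary from heart to heart. Red blood cell genes gave 24.0, 0.0829 and 10.9 reads per 10000 in the outflow tracts of hearts 1, 2 and 3 and 2.36, 98.0 and 4.86 in the AV canals, so no region was richest in every heart. Cartilage genes gave 9.47, 12.8 and 0 in the outflow tract and 0.0524, 12.5 and 18.7 at the inflow end, where they did not pass the test (camera, adjusted p = 0.923). Mesenchyme and matrix genes lay above other genes in the sinoatrial region, with 0 of 14 past the test (camera, adjusted p = 0.0452, but adjusted p = 0.701 with an estimated correlation), and did not differ past the test between the chambers (adjusted p = 0.896). Neuronal genes gave 7.91, 12.2 and 4.76 in the outflow tract, and did not pass between the chambers (camera, adjusted p = 0.821).

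Ribosomal protein genes were lower in the sinoatrial region in the fitted values, with 1 of 74 past the test, RPL27, and 25 over the list alone (camera, adjusted p = 7.67e-09, but adjusted p = 0.595 with an estimated correlation), although their median, -1.81, lies above that of all genes, -2.09. Between ventricle and atrium the lists of ribosomal proteins (0 of 70 past the test; camera, adjusted p = 0.188), endothelium and endocardium (0 of 14; adjusted p = 0.215), cell cycle (0 of 14; adjusted p = 0.821), immediate early and heat shock (0 of 15; adjusted p = 0.899), skin (0 of 4; adjusted p = 0.188), outflow tract and smooth muscle (1 of 6 lower, acta2; adjusted p = 0.215), proepicardium and epicardium (0 of 5; lower, adjusted p = 0.0162, and adjusted p = 0.0526 with an estimated correlation) and AV valve and AV canal (0 of 10; adjusted p = 0.915) were tested, of which only the proepicardial list passed, with the preset correlation. Liver and yolk genes did not pass in the sinoatrial region (0 of 3; camera, adjusted p = 0.945).

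In heart 1 the 9 upregulated atrial genes among 13 of neutrophils and macrophages were more than chance gives (Fisher's exact test, adjusted p = 1.75e-06), a p-value that is too small because 1 animal gave the sections. Over 3 hearts the list did not pass between ventricle and atrium (3 genes tested, 0 called, camera, adjusted p = 0.896). The 3 do not include lyz or npsn, which had reads in too few region sums.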
